# Defined neuronal populations drive fatal phenotype in a mouse model of Leigh syndrome

**DOI:** 10.7554/eLife.47163

**Published:** 2019-08-12

**Authors:** Irene Bolea, Alejandro Gella, Elisenda Sanz, Patricia Prada-Dacasa, Fabien Menardy, Angela M Bard, Pablo Machuca-Márquez, Abel Eraso-Pichot, Guillem Mòdol-Caballero, Xavier Navarro, Franck Kalume, Albert Quintana

**Keywords:** mitochondrial disease, mouse genetics, neuropathology, cell type-specific, Mouse

## Abstract

Mitochondrial deficits in energy production cause untreatable and fatal pathologies known as mitochondrial disease (MD). Central nervous system affectation is critical in Leigh Syndrome (LS), a common MD presentation, leading to motor and respiratory deficits, seizures and premature death. However, only specific neuronal populations are affected. Furthermore, their molecular identity and their contribution to the disease remains unknown. Here, using a mouse model of LS lacking the mitochondrial complex I subunit *Ndufs4*, we dissect the critical role of genetically-defined neuronal populations in LS progression. *Ndufs4* inactivation in Vglut2-expressing glutamatergic neurons leads to decreased neuronal firing, brainstem inflammation, motor and respiratory deficits, and early death. In contrast, *Ndufs4* deletion in GABAergic neurons causes basal ganglia inflammation without motor or respiratory involvement, but accompanied by hypothermia and severe epileptic seizures preceding death. These results provide novel insight in the cell type-specific contribution to the pathology, dissecting the underlying cellular mechanisms of MD.

## eLife digest

Mitochondria are often described as the power plants of cells because they generate most of the energy that a cell needs to survive. But one in every 5,000 children is born with a mutation that leads to faulty mitochondria, which generate less energy than their healthy counterparts. This is particularly problematic for tissues with high energy demands, such as the brain and muscles. Children with such mutations are said to have mitochondrial disease, and one of the most common and severe forms is Leigh syndrome.

Children with Leigh syndrome suffer from epilepsy, and have difficulties with movement and breathing. There is no treatment for Leigh syndrome, and most of those affected will die in childhood. The brains of children with Leigh syndrome show a characteristic pattern of damage and inflammation, symmetrical across both hemispheres, with two areas of the brain affected the most. First, the brainstem, which connects the brain with the spinal cord and is responsible for many vital functions such as breathing, maintaining the heart rate or swallowing. Secondly, a group of neurons deep within the brain called the basal ganglia, which has a role in voluntary movement.

But although all of a patient’s neurons carry the mutation responsible for their Leigh syndrome, not every neuron is harmed by it. Knowing which neurons are affected, and why, could help develop treatments. Bolea, Gella, Sanz et al. therefore introduced the same Leigh syndrome mutation into different groups of neurons in three groups of mice. The first group had the mutation in the neurons that activate other cells, called glutamatergic or 'go' neurons. The second group had the mutation in the neurons that inhibit other cells, known as GABAergic, or 'stop', neurons. The third had the mutation in cholinergic neurons, which carry information from the brain to the organs.

Examining the mice revealed that having faulty mitochondria in GABAergic neurons from the basal ganglia and in glutamatergic neurons of the brainstem, but not in cholinergic neurons, leads to the symptoms of Leigh syndrome. The fault in the GABAergic neurons causes the epilepsy associated with the syndrome, while faulty mitochondria in the glutamatergic neurons give rise to the observed impairments in movement and breathing. This work could help researchers identify the cellular mechanisms that make neurons more or less resistant to the effects of faulty mitochondria. This in turn will provide a stepping stone to developing new treatments, which can then be tested on the mice developed for these experiments.

## Introduction

Leigh syndrome (LS) is the most frequent pediatric mitochondrial disorder, leading to defective mitochondrial energy metabolism. LS affects 1 in 40,000 births (Rahman et al., 1996), although adult onset has also been described (McKelvie et al., 2012). Mutations in more than 75 genes have been described to cause LS (Lake et al., 2016). To date, no effective treatment or cure exists. Clinically, albeit highly variable, LS symptoms usually include failure to thrive, hypotonia, rigidity, seizures, ataxia, lactic acidosis, encephalopathy and premature death (Rahman et al., 1996; Lake et al., 2016; Sofou et al., 2014). LS is characterized by restricted anatomical and cellular specificity (Arii and Tanabe, 2000), a common feature shared by mitochondrial diseases, affecting high energy-requiring tissues such as muscle and brain (Molnar and Kovacs, 2017). Pathologically, LS is characterized by the presence of bilateral symmetrical lesions predominantly in the brainstem and basal ganglia (Arii and Tanabe, 2000). Neuronal damage is responsible for most of the fatal symptoms, including respiratory failure and seizures (Barends et al., 2016). However, the identity of the affected cellular populations and the molecular determinants of neuronal vulnerability have not been adequately elucidated, representing a challenge for the development of efficient treatments.

Mutations affecting the NDUFS4 subunit of mitochondrial Complex I, a key structural component for the assembly, stability and activity of the complex (Calvaruso et al., 2012), are commonly associated with a severe, early-onset LS phenotype (Ortigoza-Escobar et al., 2016). Although a late-onset case of LS has been recently reported (Bris et al., 2017), prognosis is usually poor and most of the patients die in early childhood (Sofou et al., 2014).

Animals with a global deletion of *Ndufs4* (Ndufs4KO mice) develop a fatal encephalomyopathy, which recapitulates the classical signs of LS, including motor alterations, respiratory deficits, epilepsy and premature death (Quintana et al., 2010; Kruse et al., 2008). Behavioral and neuropathological characterization of Ndufs4KO mice revealed the pivotal role of the dorsal brainstem, particularly the vestibular nucleus (VN), in disease manifestation and progression (Quintana et al., 2012). However, the genetic identity of the neuronal populations and circuitries involved in the plethora of symptoms observed have not yet been identified.

Here, we describe the contribution of genetically defined, discrete neuronal populations to the fatal phenotype of Ndufs4KO mice. To that end, we generated three mouse lines using a conditional genetic approach that selectively inactivates *Ndufs4* in glutamatergic (Vglut2-expressing), GABAergic (*Gad2*-expressing) or cholinergic (ChAT-expressing) neurons. The results reveal distinct, lethal phenotypes for the glutamatergic and GABAergic neuronal populations.

## Results

### Reduced lifespan and body weight in cell type-specific conditional Ndufs4KO mice

To dissect the neuronal cell types contributing to the neuropathology observed in Ndufs4KO mice (Quintana et al., 2010; Kruse et al., 2008; Quintana et al., 2012), we generated three mouse lines lacking *Ndufs4* selectively in glutamatergic (expressing Vglut2), GABAergic or cholinergic neurons. We did this by crossing *Ndufs4* exon2-floxed mice with Cre-driver lines of mice expressing either *Slc17a6-Cre, Gad2-Cre* or *Chat-Cre* as described in Figure 1A and Figure 1—figure supplement 1; the affected mice are referred to here as: Vglut2:Ndufs4cKO, Gad2:Ndufs4cKO or ChAT:Ndufs4cKO mice and their respective controls are Vglut2:Ndufs4cCT, Gad2:Ndufs4cCT or ChAT:Ndufs4cCT.

**Figure 1.**
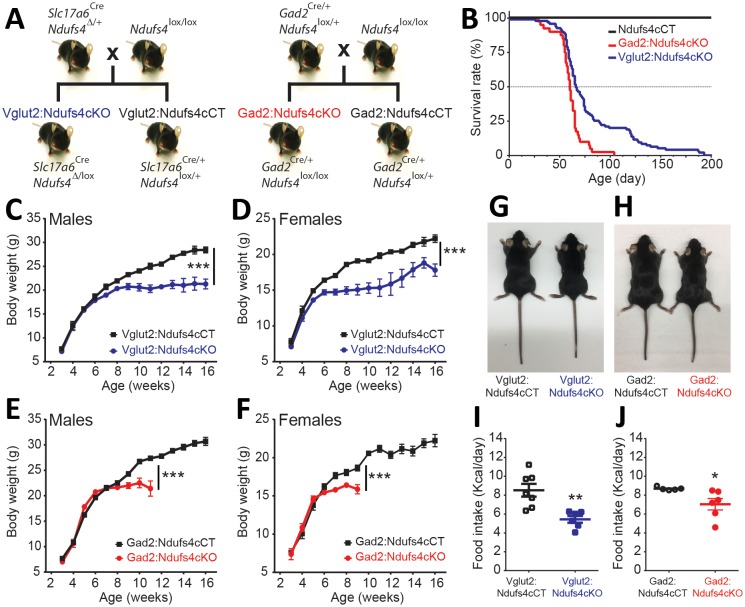
Generation of two mouse lines lacking *Ndufs4* selectively in Vglut2-expressing glutamatergic neurons or Gad2-expressing GABAergic neurons. (**A**) Breeding strategy to obtain mice with conditional *Ndufs4* deletion in glutamatergic neurons (Vglut2:Ndufs4cKO) or GABAergic neurons (Gad2:Ndufs4cKO) and their respective controls (Vglut2:Ndufs4cCT, Gad2:Ndufs4cCT). (**B**) Kaplan-Meier survival curve for Vglut2:Ndufs4cKO (n = 96; blue), Gad2:Ndufs4cKO (n = 40; red) and cCT mice (n = 50; black). (**C–D**) Body weight curves for Vglut2:Ndufs4cKO (n = 57 males, n = 48 females; blue) and Vglut2:Ndufs4cCT (n = 52 males, n = 50 females; black). (**E–F**) Body weight curves for Gad2:Ndufs4cKO (n = 30 males, n = 32 females; red) and Gad2:Ndufs4cCT (n = 41 males, n = 34 females; black). Data are presented as the mean ± SEM. Statistical analysis was performed using a two-way ANOVA (***p<0.001). (**G**) Representative images showing reduced body size in Vglut2:Ndufs4cKO mice when compared to Vglut2:Ndufs4cCT mice at P65. (**H**) Gad2:Ndufs4cKO mice also display reduced body size when compared to control littermates (Gad2:Ndufs4cCT) at P70. Food intake values (kcal/day) for (**I**) Vglut2:Ndufs4cKO (n = 6; closed blue squares) and Vglut2:Ndufs4cCT mice (n = 7; open black squares) and (**J**) Gad2:Ndufs4cKO (n = 6; closed red circles) and Gad2:Ndufs4cCT mice (n = 5; open black circles) at 8 weeks of age. Data are presented as the mean ± SEM. Statistical analysis was performed using an unpaired *t-*Test (**p<0.01, *p<0.05).

**Figure 1—figure supplement 1.**
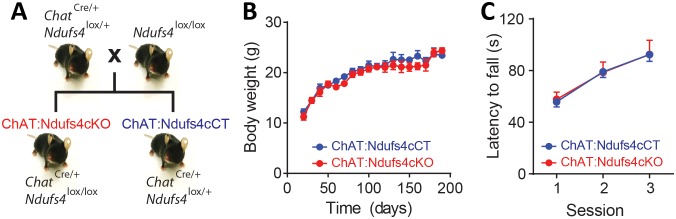
Generation and characterization of a conditional mouse line lacking *Ndufs4* in ChAT-expressing neurons. (**A**) Breeding strategy used to generate mice with selective *Ndufs4* deletion in cholinergic neurons (ChAT:Ndufs4cKO mice) and its genetic control (ChAT:Ndufs4cCT mice). (**B**) Body weight and (**C**) rotarod performance in ChAT:Ndufs4cKO (n = 5; red) mice and their respective control (ChAT:Ndufs4cCT mice; n = 6, blue). Data are presented as the mean ± SEM. Statistical analysis was performed using a two-way ANOVA.

**Figure 1—figure supplement 2.**
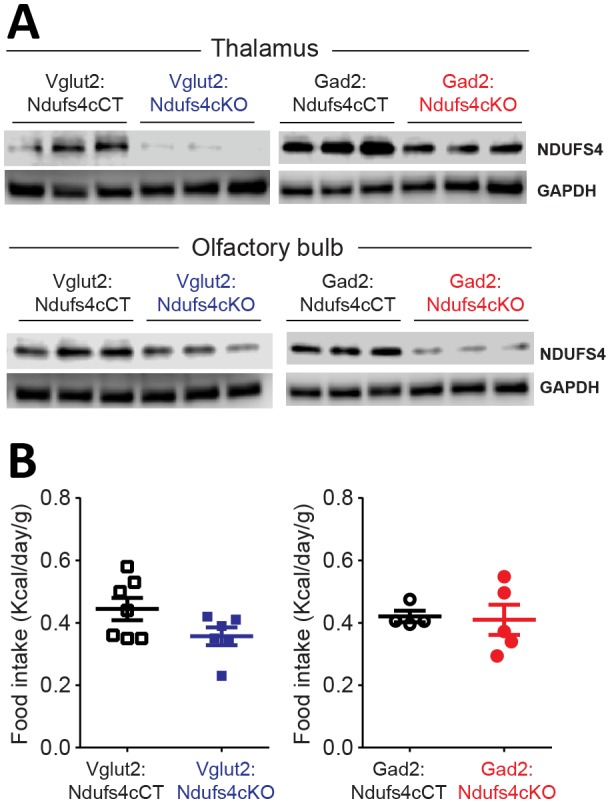
NDUFS4 levels and food intake after conditional deletion of *Ndufs4* in Vglut2- and Gad2-expressing cells. (**A**) Western blot analysis for NDUFS4 and GAPDH (loading control) levels in the olfactory bulb and thalamus of late-stage Vglut2:Ndufs4cKO mice, Gad2:Ndufs4cKO mice, and their respective controls (Vglut2:Ndufs4cCT and Gad2:Ndufs4cCT mice) (n = 3). (**B**) Food intake (Kcal/day) corrected for body weight (g) in Vglut2:Ndufs4cKO mice (n = 6, (P65), Gad2:Ndufs4cKO mice (n = 5, (P70), and their respective age-matched controls (Vglut2:Ndufs4cCT, n = 7; Gad2:Ndufs4cCT, n = 4). Data are presented as the mean ± SEM. Statistical analysis was performed using an unpaired *t*-Test.

**Figure 1—figure supplement 3.**
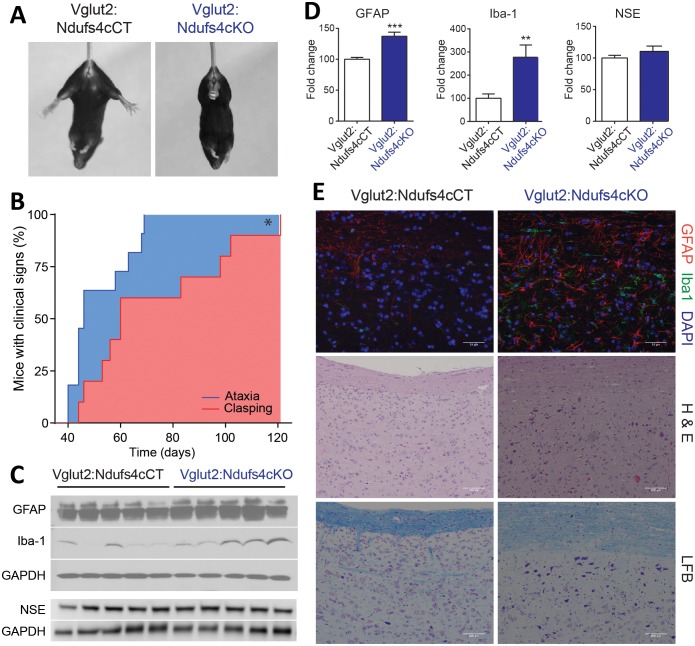
Reactive gliosis in the spinal cord of Vglut2:Ndufs4cKO mice. (**A**) Vglut2:Ndufs4cKO mice present hindlimb clasping starting at P40. (**B**) Percentage of Vglut2:Ndufs4cKO developing ataxia and clasping (n = 11). *p<0.05 ataxia vs. clasping. Log-rank (Mantel-Cox) test. (**C**) Western blot analysis and (**D**) band intensity quantification showing GFAP, Iba-1, NSE and GAPDH levels in spinal cords of Vglut2:Ndufs4cCT (n = 5) and late-stage Vglut2:Ndufs4cKO mice (n = 5). GAPDH was used as a loading control. Statistical analysis was performed using an unpaired *t*-Test (**p<0.01, ***p<0.001). (**E**) Immunofluorescence analysis for GFAP and Iba-1 (top), hematoxylin and eosin staining (H and E; middle), and Luxol fast blue staining (LFB; bottom) in spinal cord sections from Vglut2:Ndufs4cKO and Vglut2:Ndufs4cCT mice. Data are shown as mean ± SEM.

*Ndusf4* gene inactivation in glutamatergic or GABAergic neurons of both male and female mice resulted in failure to thrive and premature death (Figure 1B–F); however, there was no effect on survival, body weight, or motor function when *Ndufs4* expression was abolished in cholinergic neurons (Figure 1—figure supplement 1). Selective deletion of *Ndufs4* in glutamatergic or GABAergic neurons was confirmed by western blot analysis of NDUFS4 levels in brain areas where Vglut2 or Gad2 are preferentially expressed (Lein et al., 2007) (Figure 1—figure supplement 2). Vglut2:Ndufs4cKO mice had a median lifespan of 67 days with a mortality rate of 90% at postnatal day (P) 128. Similarly, Gad2:Ndufs4cKO mice had a median lifespan of 60 days (90% mortality at P70) (Figure 1B). This premature death was preceded by a reduction in body weight gain in male and female mice of both genotypes (Figure 1C–F). At 7 weeks of age for females and 9 weeks of age for males, Vglut2:Ndufs4cKO mice stopped gaining weight, which resulted in an overall reduction in body weight when compared to age-matched controls (Figure 1C,D). Similarly, male and female Gad2:Ndufs4cKO mice body weight reached a plateau 2–3 weeks before manifesting a sudden unexpected death (Figure 1E,F). Both Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice were also significantly smaller than their littermate controls (Figure 1G–H). This lack of weight gain and reduced size appeared to be due to decreased food intake in both genotypes (Figure 1I,J); however, this was not significantly different when food consumption was normalized to body weight (Figure 1—figure supplement 2).

### Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice manifest clinically distinct phenotypes

The reduced lifespan and decreased body weight observed in both Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice were the result of two prominently different clinical presentations. Gad2:Ndufs4cKO mice were, for the most part, phenotypically indistinguishable from controls, without any overt clinical alteration beyond a reduced growth rate for a few weeks prior to a sudden premature death. On the other hand, Vglut2:Ndufs4cKO mice manifested progressive motor and respiratory deterioration with most of the clinical signs visibly apparent (Table 1).

**Table 1.** Neurological signs observed in Vglut2:Ndufs4cKO mice according to the stage of disease.

	Early	Mid	Late
***Body tremor***	+	++	+++
***Motor alterations***			
* Decline in balance*	+	++	+++
* Ataxia*	-	+/++	+++
* Loss of motor coordination*	-	+/++	+++
* Inability of righting*	-	+	++/+++
* Hindlimb clasping*	-	+	++
***Respiratory abnormalities***			
* Breathing irregularities*	+	++	+++

-, absent; +, mild; ++, moderate; +++, severe.

Vglut2:Ndufs4cKO mice presented body tremor and a decline in balance as early as at 5 weeks (early stage of the disease), which dramatically worsened as the disease progressed. In a mid-stage of the disease, mice increased body tremor and showed a prominent decline in balance and motor coordination (Table 1). Subsequently, animals started exhibiting ataxia and a progressive loss of the righting and hindlimb extension reflexes (clasping) (Figure 1—figure supplement 3). At a late stage of the disease, these mice showed increased tremor, were completely docile and hypotonic (Table 1). Animals also had difficulty maintaining a regular breathing pattern at an early stage of the disease. These breathing abnormalities worsened as the disease progressed with mice presenting noticeably shorter and deeper respirations at advanced stages of the disease (Video 1). Furthermore, at a late stage of the disease (over P60), about 40% of Vglut2:Ndufs4cKO developed hindlimb dragging and eventually hindlimb paralysis. We observed increased glial reactivity but no neuronal loss in the spinal cord of these mice when compared to Vglut2:Ndufs4cCT mice, which was determined by immunoblot analysis of spinal cord lysates from Vglut2:Ndufs4cCT and Vglut2:Ndufs4cKO mice using antibodies against GFAP (glial fibrillary acidic protein), Iba-1 (ionized calcium-binding adapter molecule 1) and NSE (neuronal specific enolase) (Figure 1—figure supplement 3). This glial reactivity was further confirmed by immunofluorescence analysis using anti-GFAP and anti-Iba-1 antibodies in the spinal cords of the Vglut2:Ndufs4cKO mice that exhibited hindlimb dragging (Figure 1—figure supplement 3, top panels). However, no signs of demyelination or immune cell infiltration were observed (Figure 1—figure supplement 3, mid and bottom panels).

**Video 1.** Breathing irregularities in a late-stage Vglut2:Ndufs4cKO mice.

### Neuronal identity defines distinct neuroinflammatory patterns after *Ndufs4* deletion

LS is characterized by symmetrical brain lesions and neuroinflammation in select nuclei, predominantly brainstem and/or basal ganglia (Arii and Tanabe, 2000). Accordingly, late-stage *Ndufs4-*deficient mice present overt lesions in brainstem (namely vestibular nucleus (VN), cerebellar fastigial nucleus (FN) and inferior olive (IO)), olfactory bulb and basal ganglia (Quintana et al., 2010; Quintana et al., 2012; Chen et al., 2017a). To define the contribution of *Ndufs4* deficiency in either excitatory or inhibitory neurons to the overall neuroinflammatory phenotype and identify the specific brain areas with exacerbated astroglial and microglial reactivity, we performed immunofluorescence analysis using anti-GFAP and anti-Iba1 antibodies on brain sections of Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice, and their respective controls (Figure 2A–D). Analysis of these sections showed marked glial reactivity in VN, IO and FN (Figure 2A, C; Figure 2—figure supplement 1), accompanied by increased caspase eight activation in affected areas (such as the VN) in Vglut2:Ndufs4cKO mice (Figure 2E,F), recapitulating most of the neuroinflammatory profile described for the global Ndufs4KO mice (Quintana et al., 2010). In contrast, Gad2:Ndufs4cKO mice presented a more restricted glial reactivity pattern, including marked microglial and astroglial reactivity in primarily GABAergic nuclei such as the external globus pallidus (GPe) in the basal ganglia and the substantia nigra pars reticulata (SNr) (Figure 2B, D), without affecting neighboring non-GABAergic areas like the dopaminergic substantia nigra pars compacta (SNc) (Figure 2—figure supplement 2). Other prominently GABAergic areas such as the olfactory bulb also showed increased immunoreactivity for GFAP and Iba-1 in Gad2:Ndufs4cKO mice when compared to control mice (Figure 2B,D; Figure 2—figure supplement 1). In a percentage of Gad2:Ndufs4cKO mice, prominent microglial reactivity with Purkinje neuron loss (as assessed by calbindin staining) was also observed in the cerebellar vermis and flocculus (Figure 2—figure supplement 2). Normal *Slc17a6* (Vglut2) or *Gad2* transcript abundance was observed in the VN and OB of late-stage Vglut2:Ndufs4cKO or Gad2:Ndufs4cKO mice, respectively, suggesting preservation of *Ndufs4*-deficient neuronal populations (Figure 2G,H).

**Figure 2.**
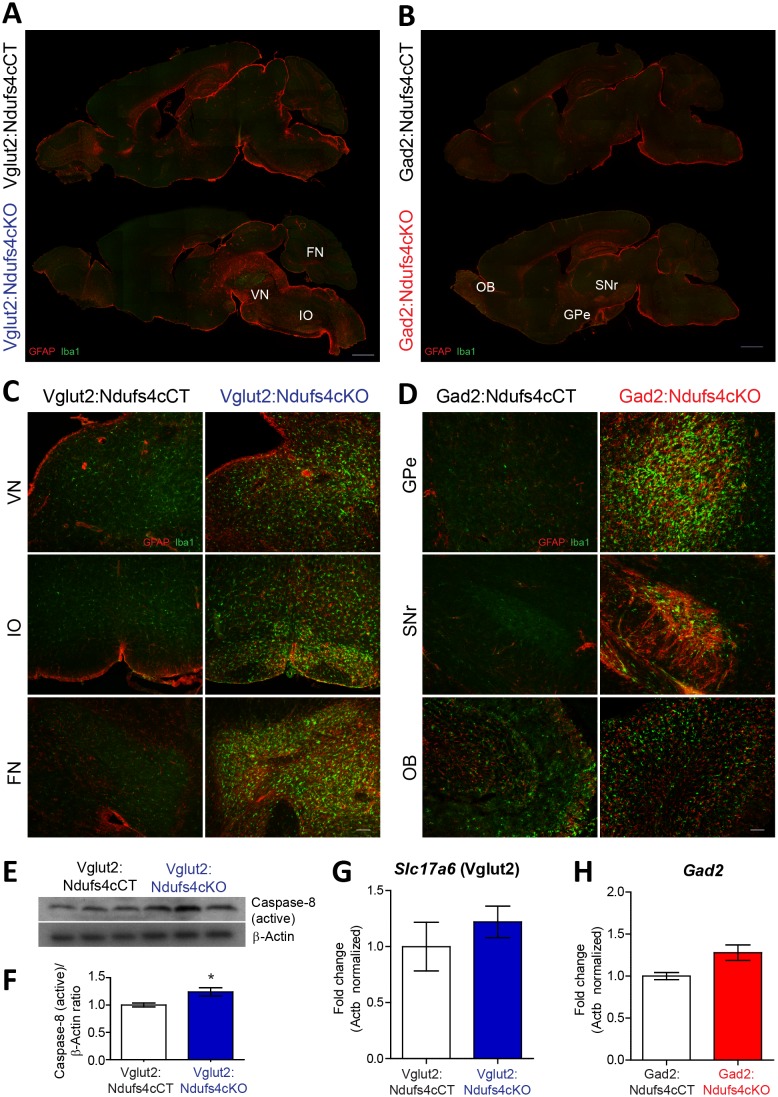
Distinct histopathological pattern in Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice. (**A**) Whole-mount composite sagittal sections showing GFAP (red) and Iba-1 (green) staining in late-stage Vglut2:Ndufs4cKO mice and their respective controls (Vglut2:Ndufs4cCT). Affected areas are indicated: Vestibular nucleus (VN), inferior olive (IO) and fastigial nucleus (FN). (**B**) Whole-mount composite sagittal sections showing GFAP (red) and Iba-1 (green) staining in Gad2:Ndufs4cKO mice and their respective controls (Gad2:Ndufs4cCT). Affected areas are indicated: External globus pallidus (GPe), the sustantia nigra pars reticulata (SNr) and the olfactory bulb (OB). (**C**) Close-up micrographs showing GFAP and Iba1 staining in the VN, IO, and FN of late-stage Vglut2:Ndufs4cKO and Vglut2:Ndufs4cCT mice. (**D**) Close-up micrographs showing GFAP and Iba-1 staining in the GPe, SNr and OB in Gad2:Ndufs4cKO and Gad2:Ndufs4cCT mice. Scale bar A-B:1000 µm. C-D: 50 µm. (**E–F**) Western blot analysis (**E**) and quantification (**F**) for active caspase eight and β-Actin (loading control) levels in the vestibular nucleus of late-stage Vglut2:Ndufs4cKO mice (n = 3) and Vglut2:Ndufs4cCT mice (n = 3). (**G**) *Slc17a6* (Vglut2) transcript levels in the vestibular nucleus of late-stage Vglut2:Ndufs4cKO mice (n = 3) and Vglut2:Ndufs4cCT mice (n = 3). (**H**) *Gad2* transcript levels in the olfactory bulb of Gad2:Ndufs4cKO mice (n = 3) and Gad2:Ndufs4cCT mice (n = 3). Data are presented as the mean ± SEM. Statistical analysis was performed using an unpaired *t*-Test (*p<0.05).

**Figure 2—figure supplement 1.**
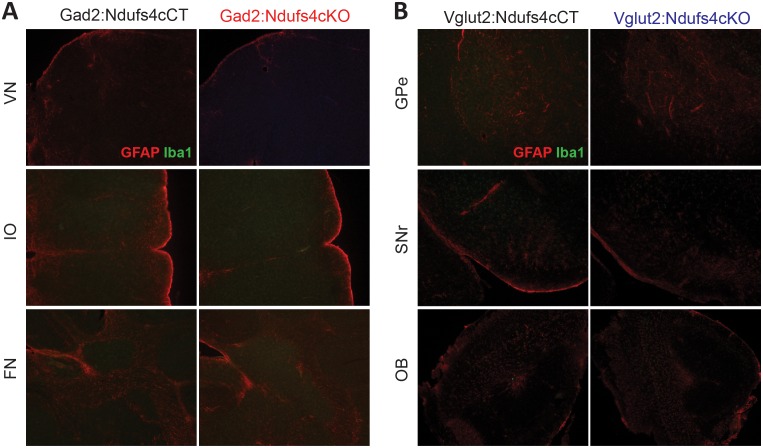
Histopathological pattern in Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice. (**A**) Close-up micrographs showing GFAP and Iba1 staining in the VN, IO, and FN of Gad2:Ndufs4cKO (n = 3) and Gad2:Ndufs4cCT mice (n = 3). (**B**) Close-up micrographs showing GFAP and Iba-1 staining in the GPe, SNr and OB in late-stage Vglut2:Ndufs4cKO (n = 3) and Vglut2:Ndufs4cCT mice (n = 3).

**Figure 2—figure supplement 2.**
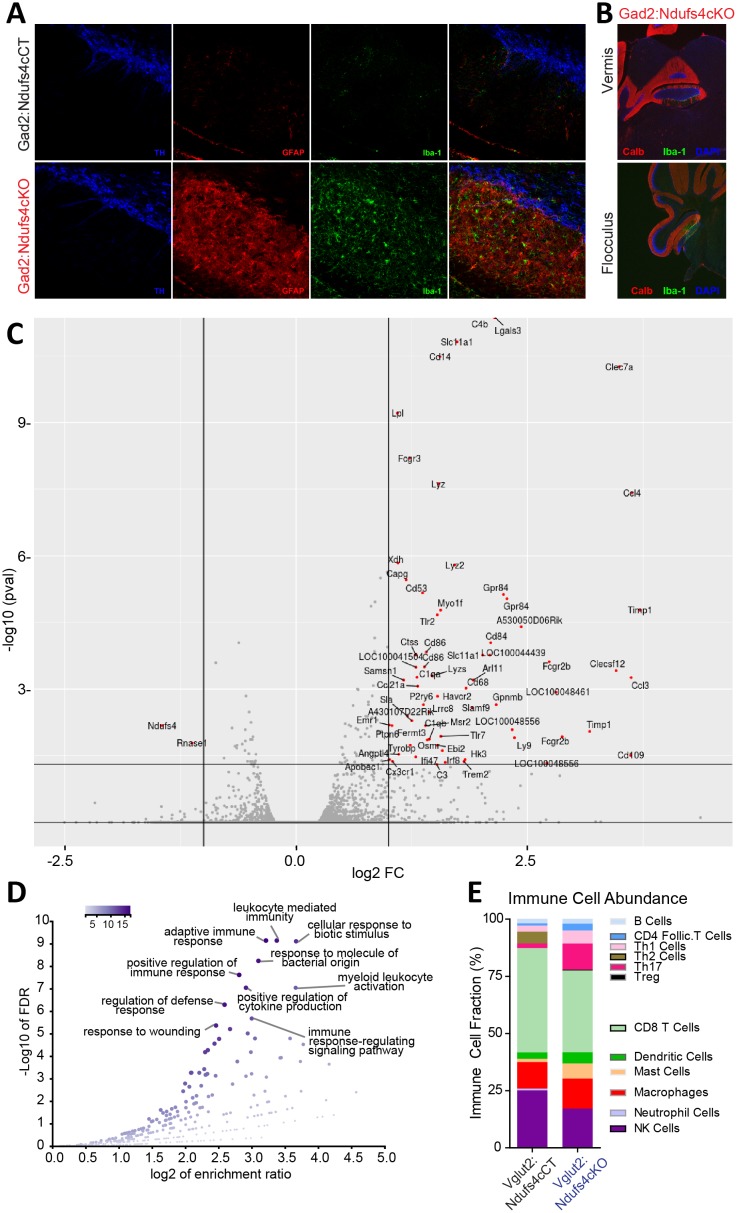
*Ndufs4* deficiency in *Gad2*-expressing GABAergic and Vglut2-expressing glutamatergic cells results in prominent neuroinflammation in specific areas. (**A**) Immunofluorescence analysis for tyrosine hydroxylase (TH; dopaminergic neurons), GFAP (astrocytes) and Iba-1(microglia) in brain sections of P55 Gad2:Ndufs4cCT and Gad2:Ndufs4cKO mice containing the substantia nigra (SN). (**B**) Immunofluorescence analysis for Calbindin (Calb; Purkinje cells) and Iba-1 in brain sections of Gad2:Ndufs4cKO mice containing the cerebellar vermis (top) and the cerebellar flocculus (bottom). DAPI was used as a nuclear counterstain. (**C**) Volcano plot showing differentially expressed transcripts (p<0.05, Fold Change (FC) > 2) in the brainstem of Vglut2:Ndufs4cKO mice when compared to Vglut2:Ndufs4cCT mice. (**D**) Volcano plot showing the top 10 most enriched Biological Process (non-redundant) categories by Gene Ontology (GO) Overrepresentation Analysis (ORA) from differentially expressed genes (1.4-fold or higher) in the brainstem of late-stage (over P68) Vglut2:Ndufs4cKO mice (n = 4) when compared to Vglut2:Ndufs4cCT mice (n = 4). (**E**) ImmuCC analysis showing the relative immune cell abundance inferred from gene expression analysis in the brainstem of late-stage Vglut2:Ndufs4cKO and Vglut2:Ndufs4cCT mice.

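Ndufs4 itself was measured first, in every array, by 4 probes. The signal of 1 probe, ILMN_1234521, was lower in all 4 Vglut2:Ndufs4cKO mice, which lack Ndufs4 in glutamatergic neurons that express Vglut2, than in any of the 4 Vglut2:Ndufs4cCT control mice. Its log2 signal was 13.35, 12.31, 12.80 and 12.97 in Vglut2:Ndufs4cCT replicates 1 to 4 and 11.35, 11.72, 11.53 and 11.19 in Vglut2:Ndufs4cKO replicates 1 to 4. The group means were 12.86 ± 0.43 and 11.45 ± 0.23 (SD, n = 4 each), a log2 fold change of -1.41 (standard error 0.22, adjusted p = 0.0228 from limma, and p = 0.0286 from a two-sided exact permutation test, the smallest that 4 mice against 4 allow). The other 3 probes did not pass the test. The brightest of them, ILMN_2900025, had a log2 fold change of -0.14 (standard error 0.21, adjusted p = 0.869 from limma), and ILMN_2640944 and ILMN_2663694 had -0.20 (adjusted p = 0.747) and -0.14 (adjusted p = 0.820). The places of the probes relative to the deleted exon were not given in the sources used here, so a probe without a change checks nothing about the labels, and cells without Cre in the tissue keep an undeleted allele. By the paper's methods both groups carry Slc17a6-Cre. The Vglut2:Ndufs4cKO mice have 1 deleted and 1 floxed Ndufs4 allele, and the controls 1 floxed and 1 wild-type allele. A deleted allele is thus present in all cells of the Vglut2:Ndufs4cKO mice. Whole-tissue values do not separate it from loss in glutamatergic neurons. With 1 array left out, the adjusted p of ILMN_1234521 was between 0.0204 and 0.0854, and the call was lost without Vglut2:Ndufs4cCT replicate 3 (-1.43), Vglut2:Ndufs4cCT replicate 4 (-1.37), Vglut2:Ndufs4cKO replicate 1 (-1.38) and Vglut2:Ndufs4cKO replicate 3 (-1.44).

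**Figure D1:**
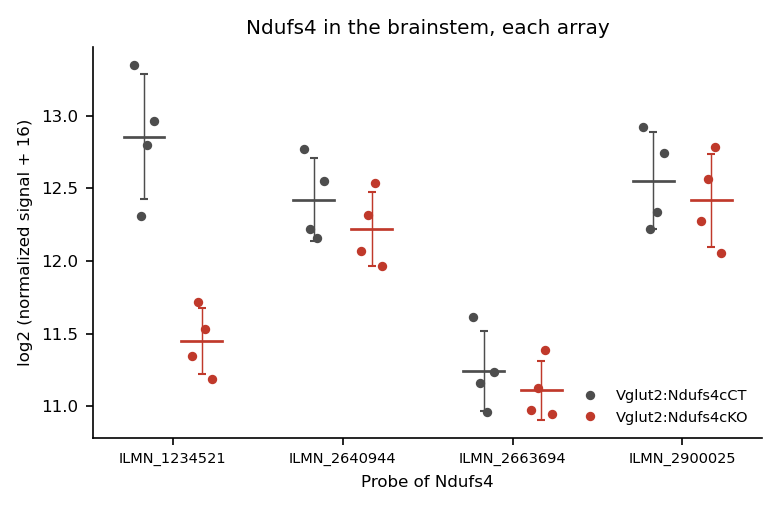
Log2 signal (normalized signal plus 16, log scale on the vertical axis) of the 4 Ndufs4 probes (horizontal axis) in the brainstem of each mouse. Points are single arrays, horizontal lines are group means and error bars are the SD (n = 4 per group). At ILMN_1234521 the 4 Vglut2:Ndufs4cKO arrays lie between 11.19 and 11.72, all below the Vglut2:Ndufs4cCT arrays, and at the other 3 probes the groups overlap.

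Whole brainstem RNA of 4 late-stage Vglut2:Ndufs4cKO mice and 4 Vglut2:Ndufs4cCT mice was amplified, biotin-labeled and hybridized to Illumina MouseRef-8 v2 beadchips, with 1 array per mouse. Each array holds 25697 probes, of which 23978 have 1 gene symbol and 1719 have none. The authors deposited the scanner's signal intensity and detection p-value of each probe before normalization, and a table of the same arrays after background subtraction and average normalization in GenomeStudio. From the unnormalized intensities, background was removed with the normexp method of limma, and each array was multiplied by 1 factor that equalized the mean signals, as in the average normalization of the paper's methods. These factors were between 0.876 and 1.09. After 16 was added, log2 values of the 15225 probes with a detection p under 0.05 on at least 3 of the 8 arrays were compared between the groups with limma's moderated test and Benjamini-Hochberg adjustment. The custom error model that the paper names for its p-values was not repeated. A fold change is on the log2(signal + 16) scale and understates the change of dim probes. For a probe detected on no array of 1 group only a lower bound is given: the brighter group's mean against the dim group's mean of, per array, the probe's own value or the lowest value of any detected probe, whichever was higher. Between 14293 and 14723 probes (median 14469) were detected on the Vglut2:Ndufs4cCT arrays and between 14720 and 15042 (median 14828) on the Vglut2:Ndufs4cKO arrays (two-sided exact permutation test, p = 0.0571). The background signal was 191.7 to 209.9 on the Vglut2:Ndufs4cCT arrays and 184.8 to 189.5 on the Vglut2:Ndufs4cKO arrays (p = 0.0286 from the same exact test). The Vglut2:Ndufs4cCT arrays lay at positions A to D of the beadchip and the Vglut2:Ndufs4cKO arrays at positions E to H, so position and group cannot be told apart. The Y-linked genes Uty, Eif2s3y and Kdm5d were detected on all 8 arrays and Xist on none.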

The extensive neuroinflammation present in the brainstem of Vglut2:Ndufs4cKO mice, and its similarity to the phenotype of the global Ndufs4KO, allowed us to further define this inflammatory phenotype using whole-tissue transcriptional profiling. Gene expression analysis in the brainstem of late-stage (over P68) Vglut2:Ndufs4cKO mice using Illumina Beadchips (MouseRef-8 V2; Illumina) showed that differentially expressed (DE) mRNAs were, for the most part, upregulated in Vglut2:Ndufs4cKO mice (p<0.05, Fold Change > 2) (Figure 2—figure supplement 2). 

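Most transcripts that passed the test were higher in the brainstem of Vglut2:Ndufs4cKO mice. At an adjusted p under 0.05 from limma, 102 probes (85 genes) were higher and 5 probes (4 genes) were lower, and 77 of the higher and 1 of the lower probes differed by over 2-fold. The 10 largest increases among genes that passed were those of the chemokines Ccl3 and Ccl4, the complement gene C4b and 7 further genes. Clec7a, a pattern recognition receptor of myeloid cells, was detected on no Vglut2:Ndufs4cCT array and was at least 5.92-fold higher (adjusted p = 0.000446). Timp1, an inhibitor of matrix metalloproteinases that reactive astrocytes make, had a log2 fold change of 2.93 (standard error 0.32, adjusted p = 0.00639). The Fc receptors Fcgr2b and Fcgr4 rose with log2 fold changes of 2.55 (standard error 0.22, adjusted p = 0.00159) and 2.18 (standard error 0.28, adjusted p = 0.0120). Aspg, an asparaginase, Ccl12, a chemokine that attracts monocytes, and Slc15a3, a transporter of histidine and peptides in lysosomes, had log2 fold changes of 2.22, 2.20 and 2.15 (standard errors 0.25, 0.31 and 0.29, adjusted p = 0.00680, 0.0170 and 0.0149).

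The 5 lower probes were the Ndufs4 probe ILMN_1234521, Tnnt1, a troponin of slow muscle, with a log2 fold change of -0.83 (standard error 0.13, adjusted p = 0.0277), Smtnl2, a protein related to smoothelin, with -0.73 (standard error 0.12, adjusted p = 0.0336), Zc3hav1, an antiviral zinc finger protein, and a probe with no gene symbol. Zc3hav1 was detected on no Vglut2:Ndufs4cKO array and was at least 1.41-fold lower (adjusted p = 0.0357). The calls of Tnnt1, Smtnl2 and Zc3hav1 were each lost without any of Vglut2:Ndufs4cCT replicates 1 to 3 and Vglut2:Ndufs4cKO replicates 1 to 3, and those of Smtnl2 and Zc3hav1 without Vglut2:Ndufs4cCT replicate 4. In all 107 probes that passed, every Vglut2:Ndufs4cKO value lay on the same side of every Vglut2:Ndufs4cCT value, which held for 5.81% of all tested probes against 2.86% by chance. Of the 77 probes over 2-fold higher, 13 were detected on no Vglut2:Ndufs4cCT array and have only a bound on their fold. At an unadjusted p under 0.05, 1045 probes were higher and 460 lower, 146 and 24 of them by over 2-fold. The number of higher probes was 64, 58, 30 and 39 without Vglut2:Ndufs4cCT replicates 1, 2, 3 and 4, and 40, 60, 61 and 234 without Vglut2:Ndufs4cKO replicates 1, 2, 3 and 4. The number of lower probes was 2, 2, 0 and 1 without the Vglut2:Ndufs4cCT replicates in the same order, and 0, 1, 0 and 123 without the Vglut2:Ndufs4cKO replicates, so that 65.5% of the calls were of higher probes without Vglut2:Ndufs4cKO replicate 4, against 95.3% with all arrays. Of the largest increases, Ccl12 lost its call without Vglut2:Ndufs4cCT replicates 2 and 3, and Fcgr4 and Slc15a3 without Vglut2:Ndufs4cCT replicate 3.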

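Immune genes that the paper names from these arrays were higher in the Vglut2:Ndufs4cKO brainstem. The macrophage chemokine Ccl4 had a log2 fold change of 3.34 (standard error 0.27, adjusted p = 0.00159 from limma), and Ccl3, detected on no Vglut2:Ndufs4cCT array, was at least 5.52-fold higher (adjusted p = 0.00159). The toll-like receptors Tlr2 and Tlr7 rose with log2 fold changes of 1.47 (standard error 0.20, adjusted p = 0.0158) and 1.39 (standard error 0.18, adjusted p = 0.0140). Among complement genes, C4b rose from a log2 signal of 10.62 ± 0.23 to 12.77 ± 0.11 (SD, n = 4 each, log2 fold change 2.14, standard error 0.14, adjusted p = 0.000446 from limma), and the C1q subunits C1qa and C1qb had log2 fold changes of 1.26 and 1.39 (standard errors 0.19 and 0.22, adjusted p = 0.0195 and 0.0229). The surface antigens Cd84, of the SLAM family, and Cd86, a costimulator of T cells, had log2 fold changes of 1.94 and 1.29 (standard errors 0.23 and 0.19, adjusted p = 0.0102 and 0.0195), and Ly9, also of the SLAM family and detected on no Vglut2:Ndufs4cCT array, was at least 2.56-fold higher (adjusted p = 0.0110). The lysozyme genes Lyz1 and Lyz2, to which Lyz and Lyzs were matched, had log2 fold changes of 1.58 and 1.75 (standard errors 0.24 and 0.27, adjusted p = 0.0228 and 0.0232). They are close paralogs, and whether their probes share transcripts was not checked. Slc11a1, a metal transporter of phagosomes, rose with a log2 fold change of 0.81 (standard error 0.12, adjusted p = 0.0195).

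Values are those of each gene's brightest tested probe. A dimmer probe of Ccl4 (adjusted p = 0.0778), of Cd86 (log2 fold change 0.73, adjusted p = 0.315) and of Slc11a1 (1.29, adjusted p = 0.0591) did not pass, while a further pair of dimmer Slc11a1 probes passed with larger changes (1.67 and 1.73, adjusted p = 0.00186 and 0.0170). Probes of Cxcr3, a chemokine receptor of T cells, were detected on no array, and the complement gene C3 was not analysed here because no probe carried that symbol. All 13 tested genes of this group were higher, but the paper chose them on these samples, so the count is not independent evidence. The same holds for Figure 2-figure supplement 2C, where all 51 tested genes that it labels as higher had higher values here without overlap between the groups, and 43 of them passed the test with their brightest probe (44 with any tested probe). Ccl3, Ccl4, C4b, Cd84 and Ly9 kept an adjusted p under 0.05 with any 1 array left out. Of the 13 genes, 4, 4, 7 and 5 lost their call without Vglut2:Ndufs4cCT replicates 1, 2, 3 and 4, and 7, 5, 4 and 0 without Vglut2:Ndufs4cKO replicates 1, 2, 3 and 4.

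**Figure D2:**
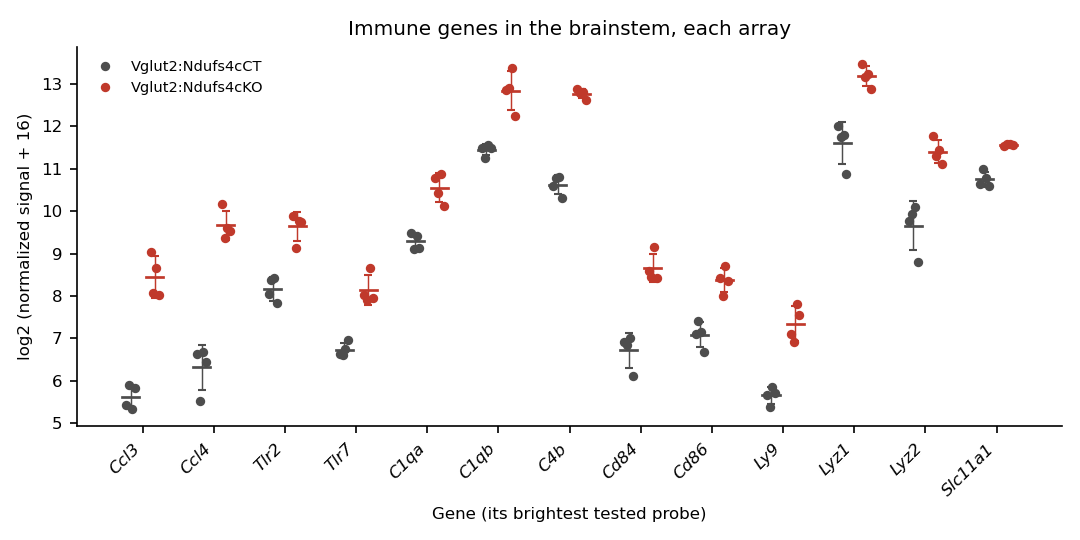
Log2 signal (normalized signal plus 16, log scale on the vertical axis) of 13 immune genes (horizontal axis) in the brainstem of each mouse. Points are single arrays, horizontal lines are group means and error bars are the SD (n = 4 per group). All 4 Vglut2:Ndufs4cKO arrays lie above all 4 Vglut2:Ndufs4cCT arrays for each gene. Ccl3 and Ly9 were detected on no Vglut2:Ndufs4cCT array.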

Selected genes included transcripts directly involved in the regulation of the immune system such as chemokines and their receptors (*Ccl3*, *Ccl4* and *Cxcr3*), toll-like receptors (*Tlr2*, *Tlr7*), complement proteins (*C1qa*, *C1qb*, *C3* and *C4b*), surface antigens (*Cd84*, *Cd86* and *Ly9*), and markers of the myeloid cell lineage (infiltrating macrophages and microglia) including *Lyz*, *Lyz2*, *Lyzs* and *Slc11a1*, among others.

Functional enrichment analysis of differentially expressed mRNAs (1.4-fold or higher) using overrepresentation analysis (ORA) (Wang et al., 2017) showed that the top 10 most overrepresented Gene Ontology (GO) categories (biological process, non-redundant) were all related to defense and immune responses, and also uncovered components of the adaptive immune response (GO:0002250; p*=*2.0177e-12, FDR = 7.2033e-10) including ‘leucocyte mediated immunity’ (GO:0002443; p*=*1.7533e-12, FDR = 7.2033e-10) and ‘myeloid leukocyte activation’ (GO:0002274; p*=*8.7458e-10, FDR = 9.0537e-8) (Figure 2—figure supplement 2). Therefore, to further characterize the immune cell composition in these whole tissue gene expression profiles, we applied recently developed deconvolution tools that use leucocyte gene expression signature matrices to computationally infer the relative proportions of each immune cell type in gene expression mixtures (Newman et al., 2015; Chen et al., 2017b) (Figure 2—figure supplement 2). This analysis revealed a gene expression profile consistent with an increased proportion of proinflammatory CD4 cells (Follicular cells, Th1, Th17 and Treg), dendritic cells, mast cells and macrophages, and an underrepresentation of CD4 Th2 cells, CD8 cells and NK cells in the brainstem of Vglut2:Ndufs4cKO mice compared to controls, showing that *Ndufs4* deficiency in glutamatergic neurons promotes a neuroinflammatory environment that involves a commitment to distinct proinflammatory T_H_ cell lineages and a defined profile of tissue defense cells.

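Genes of phagocytes, complement, chemokines and reactive astrocytes were overrepresented among the transcripts that rose by 1.4-fold or more. Of 54 gene lists written before the data were examined, 52 had a tested gene, and 9 were enriched among the 81 genes (of 10427) at least 1.4-fold higher, by a one-sided Fisher's exact test adjusted over the lists. Fc receptors and signalling through ITAM motifs had 6 of 14 tested members in that set (adjusted p = 2.71e-08), disease-associated microglia 6 of 18 (8.16e-08), lysosome and phagocytosis 6 of 21 (1.56e-07) and reactive astrocytes 6 of 24 (2.85e-07). Chemokines and their receptors had 5 of 16 (1.06e-06), complement 4 of 10 (5.94e-06), toll-like and other pattern recognition receptors 4 of 11 (7.95e-06), the NADPH oxidase of phagocytes 2 of 4 (0.00230) and B cells 1 of 1 (0.0449). The B cell result only restates the call of its 1 tested gene, Blnk. All 6 genes of disease-associated microglia in that set (Trem2, Clec7a, Gpnmb, Lgals3, Lpl and Lyz2) are labelled in the paper's figure from these samples. So are all 4 of the pattern recognition receptors (Tlr2, Tlr7, Cd14 and Clec7a). The enrichment of these lists is therefore not independent evidence. Other lists are affected in part. The figure also labels Fcgr2b, Fcgr3, Trem2 and Ptpn6 of the Fc receptor list and C1qa, C1qb and C4b of the complement list. Of the lysosome list it labels Ctss, Lyz1 (as Lyz), Lyz2, Gpnmb and Slc11a1. Some genes, such as Trem2, Gpnmb and Lyz2, count in more than 1 of the enriched lists. With the camera test at a preset correlation, 17 lists lay higher and 4 lower than the other genes, and 7 and 0 did with an estimated correlation.

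Of 24 tested genes of reactive astrocytes, 6 were higher, none was lower (limma, with 18 higher and 0 lower at an unadjusted p under 0.05) and 18 did not pass, with 18 higher when adjusted over the list alone. Their median log2 fold change was 0.85, or 0.83 with genes undetected in 1 group at their bound (camera, adjusted p = 4.45e-17, and adjusted p = 0.0423 with an estimated correlation). Serpina3n, a protease inhibitor of reactive astrocytes, rose with a log2 fold change of 1.61 (standard error 0.24, adjusted p = 0.0195), and Cd109 was at least 2.52-fold higher (adjusted p = 0.0170, with a further probe at 0.128). Gfap, also of this list, was at 0.85 and did not pass. The separate astrocyte list had a median of -0.0028 (camera, adjusted p = 0.785). Some members, such as Gbp2 and H2-D1, are also in the interferon or MHC class I list, and whole tissue does not assign them to astrocytes. Of 14 genes of Fc receptors and ITAM signalling, 6 were higher, 0 lower and 8 not passing (11 higher when adjusted over the list alone), with a median of 0.95 (camera, adjusted p = 5.93e-15, and adjusted p = 0.0423 with an estimated correlation). Among them was Fcgr3, with a log2 fold change of 1.18 (standard error 0.11, adjusted p = 0.00256). Of 21 lysosome and phagocytosis genes, 6 were higher, 0 lower and 15 not passing (11 higher and 1 lower when adjusted over the list alone), with a median of 0.49 (camera, adjusted p = 5.25e-10, and adjusted p = 0.0803 with an estimated correlation). The lysosomal protease Ctss had a log2 fold change of 1.25 (standard error 0.17, adjusted p = 0.0164).

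Of 16 chemokines and receptors, 5 were higher, 0 lower and 11 not passing (10 higher and 1 lower when adjusted over the list alone), with a median of 0.99, or 0.86 at bounds (camera, adjusted p = 1.38e-11, and adjusted p = 0.0184 with an estimated correlation). Ccl7, which attracts monocytes, was detected on no Vglut2:Ndufs4cCT array and was at least 1.09-fold higher (adjusted p = 0.0170). Of 10 complement genes, 4 were higher, 0 lower and 6 not passing (7 higher when adjusted over the list alone), among them C1qc with a log2 fold change of 1.47 (standard error 0.26, adjusted p = 0.0436). Their median was 0.90, or 0.85 at bounds (camera, adjusted p = 2.83e-07, and adjusted p = 0.0423 with an estimated correlation). Of 11 pattern recognition receptors and adaptors, 4 were higher, 0 lower and 7 not passing (6 higher when adjusted over the list alone), with a median of 0.53 (camera, adjusted p = 4.52e-09, and adjusted p = 0.0563 with an estimated correlation). Of 4 subunits of the NADPH oxidase of phagocytes, which makes superoxide, 2 were higher and 2 did not pass (3 higher when adjusted over the list alone). They were Ncf4, with a log2 fold change of 1.21 (standard error 0.17, adjusted p = 0.0170), and Ncf1, detected on no Vglut2:Ndufs4cCT array and at least 1.57-fold higher (adjusted p = 0.0120). The oxidase list had a median of 1.16, or 0.89 at bounds (camera, adjusted p = 1.03e-06, and adjusted p = 0.0743 with an estimated correlation). Without the filter on detection, which adds undetected genes, the medians of complement, pattern recognition receptors and chemokines were 0.02, 0.17 and 0.42 (camera, adjusted p = 0.00782, 1.02e-07 and 7.52e-08), and with a strict filter that of pattern recognition receptors was 1.34 (adjusted p = 8.72e-10). Several lists hold genes that the paper picked on these samples. With those genes left out, every list that camera called at the preset correlation was still called, with smaller medians for lysosome and phagocytosis (0.25), pattern recognition receptors (0.20) and disease-associated microglia (0.53), and enrichment was not tested again. Pattern recognition receptors and disease-associated microglia would then have no member left among the genes at least 1.4-fold higher. The number of enriched lists was 5 without Vglut2:Ndufs4cCT replicate 3, 5 without Vglut2:Ndufs4cKO replicate 1 and 14 without Vglut2:Ndufs4cKO replicate 4. Among 16 further list members that passed, taken as those with the smallest p in each list, 4, 4, 10 and 8 lost their call without Vglut2:Ndufs4cCT replicates 1, 2, 3 and 4, and 6, 3, 6 and 1 without Vglut2:Ndufs4cKO replicates 1, 2, 3 and 4.

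**Figure D3:**
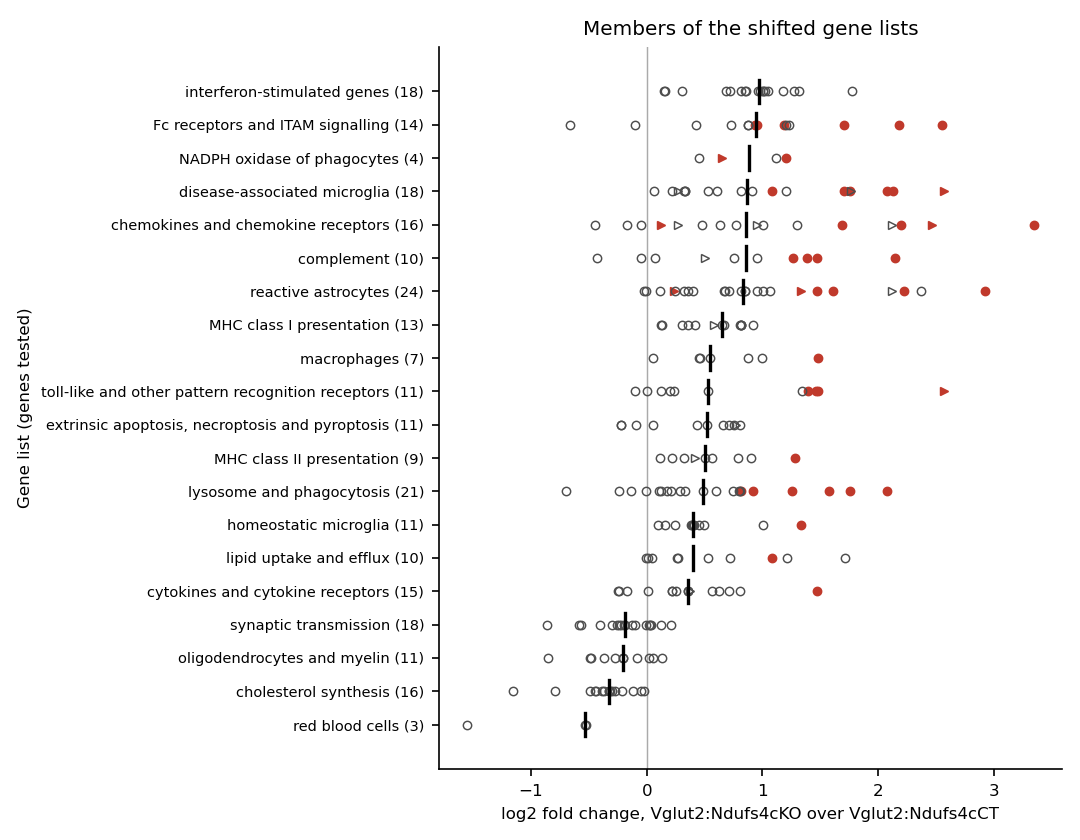
Log2 fold change (Vglut2:Ndufs4cKO over Vglut2:Ndufs4cCT, horizontal axis) of each tested member of the lists with at least 3 tested genes that shifted with camera at a preset correlation (vertical axis, number of tested genes in brackets). Filled red symbols passed at an adjusted p under 0.05, triangles are lower bounds of genes undetected in 1 group and black bars are list medians with those genes at their bound. The members of the NADPH oxidase list all lie above 0, and the 16 cholesterol synthesis genes all lie below 0.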

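Markers of macrophages were higher as a group in the Vglut2:Ndufs4cKO brainstem, and few markers of lymphocytes were measurable in the whole tissue. Of 162 markers written for 16 types or states of immune cells, 68 were tested, of which 9 were higher and 0 lower (limma, with 28 higher and 1 lower at an unadjusted p under 0.05). Of 7 tested macrophage markers, 1 was higher, 0 lower and 6 not passing (5 higher when adjusted over the list alone), with a median log2 fold change of 0.54 (camera, adjusted p = 3.11e-06, and adjusted p = 0.0423 with an estimated correlation). Of the 9 higher markers, 6 belong to the list of disease-associated microglia and 1 to that of homeostatic microglia, cells that share many genes with macrophages. The macrophage marker that rose was Cd14, a coreceptor for lipopolysaccharide (log2 fold change 1.48, standard error 0.13, adjusted p = 0.00159). Adgre1, which encodes the macrophage antigen F4/80, had 0.99 (standard error 0.22, adjusted p = 0.0970). Of 12 dendritic cell markers, 6 were tested and 0 passed (limma, also 0 at an unadjusted p under 0.05), with a median of 0.22 (camera, adjusted p = 0.451), for instance Siglech with 0.39 (adjusted p = 0.538) and Batf3 with 0.32 (adjusted p = 0.619). Of 9 mast cell markers only Hdc, which makes histamine, was tested (log2 fold change -0.26, standard error 0.30, adjusted p = 0.809, and 0.576 for the list with camera), and 6 were detected on no array.

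None of the 5 Th1 markers and none of the 6 Th17 markers had a tested probe, and those with a probe were detected on no array, so these cells could not be assessed. For regulatory T cells only Ikzf2 was tested (log2 fold change 0.30, adjusted p = 0.651, and 0.451 with camera). For follicular helper T cells Icos had -0.42 (adjusted p = 0.717) and Bcl6, also expressed outside T cells, 0.17 (adjusted p = 0.797, which was also the list's value with camera). For Th2 cells the cytokine gene Il13 had -0.26 (adjusted p = 0.580) and Gata3 had -0.13 (adjusted p = 0.904), with 0.319 for the list (camera). Of 16 markers common to T cells, Zap70 (-0.19, adjusted p = 0.704) and Cd3e (-0.10, adjusted p = 0.908) were tested, with 0.418 for the list. For NK cells Klrb1c had 0.07 (adjusted p = 0.945) and Prf1 -0.01 (adjusted p = 0.986), with 0.958 for the list. Of 5 CD8 T cell markers only the chemokine Ccl5 was tested, which other cells also make. It was detected on no Vglut2:Ndufs4cCT array and was at least 1.94-fold higher without passing (adjusted p = 0.183). The CD8 list had an adjusted p of 0.0653 with camera, which was 0.0363 without Vglut2:Ndufs4cKO replicate 2, 0.00691 without Vglut2:Ndufs4cKO replicate 3, 0.0499 with an offset of 1, 0.0279 in the authors' table and 0.0236 with the replicate number as a block. Of 10 B cell markers only the adaptor gene Blnk was tested, which macrophages also express. It was at least 1.31-fold higher (adjusted p = 0.0400, and 0.0107 for the list with camera, with adjusted p = 0.0986 with an estimated correlation), and a second probe had a log2 fold change of -0.17 (adjusted p = 0.887). Without Vglut2:Ndufs4cKO replicate 4 that probe was the brighter one and the value of Blnk was -0.03, and its call was lost without any other single array too. The number of higher markers was 5 without Vglut2:Ndufs4cCT replicate 3 and 15 without Vglut2:Ndufs4cKO replicate 4. No cell proportions were inferred here. From the proportions that its deconvolution inferred from these profiles, the paper concludes that Ndufs4 deficiency in glutamatergic neurons promotes an inflammatory milieu that involves distinct proinflammatory T helper lineages and a defined set of tissue defense cells.

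**Figure D4:**
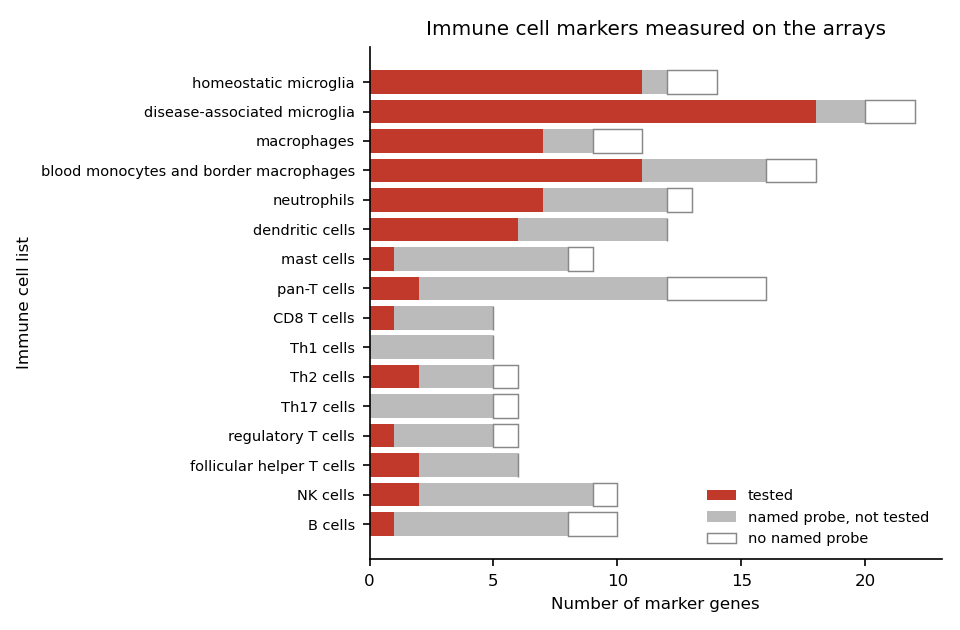
Number of marker genes (horizontal axis) written for each type or state of immune cell (vertical axis). Red bars count markers with a tested probe, grey bars those whose named probes were not tested and white bars those with no named probe. Of the Th1 and Th17 markers none was tested, against 18 of 22 for disease-associated microglia.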

### Vglut2:Ndufs4cKO but not Gad2:Ndufs4cKO mice present motor alterations and respiratory deficits

Motor dysfunction is a prominent feature in LS and Ndufs4KO mice pathology (Sofou et al., 2014; Quintana et al., 2010). To genetically define the neuronal cell types mediating this functional disorder, we assessed motor coordination in Vglut2:Ndufs4cKO mice, Gad2:Ndufs4cKO mice, and their respective controls (Figure 3). Starting at P40, and concurring with the onset of clinical signs, Vglut2:Ndufs4cKO mice showed impaired rotarod performance when compared to control littermates (Figure 3A). While control mice maintained rotarod performance, Vglut2:Ndufs4cKO mice failed to properly execute the task, presenting a progressive decline in motor coordination, in line with the clinical phenotype. Conversely, and in agreement with the lack of apparent clinical signs, no differences in rotarod performance were observed in Gad2:Ndufs4cKO mice compared to control littermates (Figure 3B). Exposure to a novel environment revealed a hypoactive phenotype in Vglut2:Ndufs4cKO mice as assessed by a reduction in the total distance traveled and the speed of exploratory movement in the open-field test (Figure 3C–E). The severity of this phenotype in Vglut2:Ndufs4cKO mice positively correlated with age and disease stage (Figure 3—figure supplement 1). In contrast, no significant differences were observed in either distance traveled or speed in the open-field test between Gad2:Ndufs4cKO mice and their respective controls (Figure 3F–H). No differences in the innervation of neuromuscular junctions were observed in the gastrocnemius muscle of either Vglut2:Ndufs4cKO or Gad2:Ndufs4cKO mice (Figure 3I–K), suggesting a central origin of the motor phenotype.

**Figure 3.**
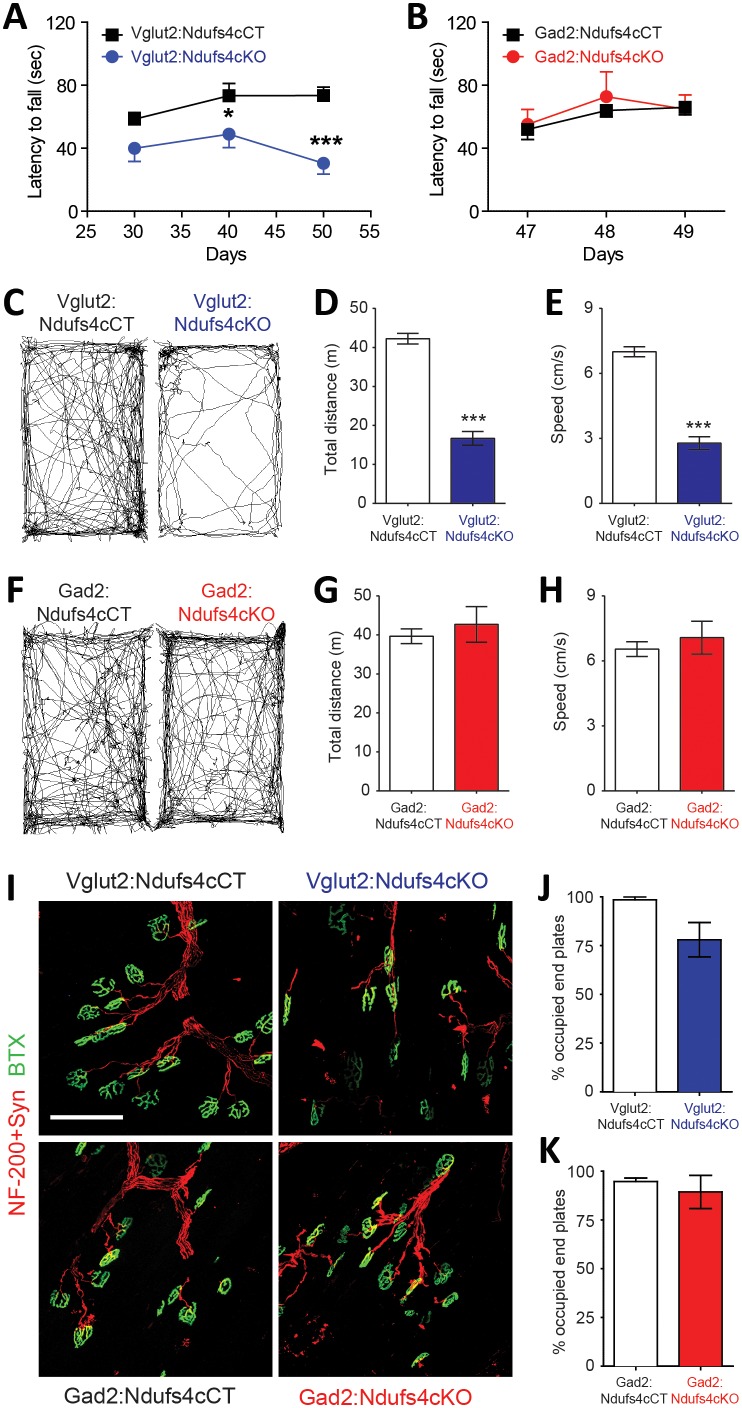
Motor impairment in Vglut2:Ndufs4cKO mice. Latency to fall (seconds) in the Rotarod test for (**A**) Vglut2:Ndufs4cKO (n = 8) and Vglut2:Ndufs4cCT mice (n = 10), and (**B**) Gad2:Ndufs4cKO (n = 4) and Gad2:Ndufs4cCT mice (n = 10). Statistical analysis was performed using two-way ANOVA followed by Bonferroni post-test (*p<0.05, ***p<0.001). Representative mouse track plots, total distance traveled and average speed during 10 min in the open-field for (**C–E**) Vglut2:Ndufs4cKO (n = 36) and Vglut2:Ndufs4cCT mice (n = 70), and (**F–H**) Gad2:Ndufs4cKO (n = 11) and Gad2:Ndufs4cCT mice (n = 16). Statistical analysis was performed using an unpaired *t-*Test (***p<0.001). (**I**) Representative images of gastrocnemius neuromuscular junctions of Vglut2:Ndufs4cKO mice and Gad2:Ndufs4cKO mice and their respective controls (scale bar: 100 µm). (**J**) Proportion of fully innervated neuromuscular junctions in the gastrocnemius muscle of late-stage Vglut2:Ndufs4cKO and Vglut2:Ndufs4cCT mice (n = 3 mice per group). (**K**) Quantification of fully innervated neuromuscular junctions in the gastrocnemius muscle of the Gad2:Ndufs4cKO and Gad2:Ndufs4cCT mice (n = 3 mice per group). Statistical analysis was performed using a Mann-Whitney test. Data are presented as the mean ± SEM.

**Figure 3—figure supplement 1.**
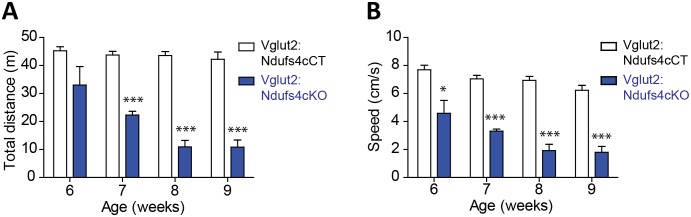
Age-dependent motor decline in Vglut2:Ndufs4cKO mice. (**A**) Total distance traveled and (**B**) speed was analyzed in the rotarod test for Vglut2:Ndufs4cKO (n = 16) and Vglut2:Ndufs4cCT (n = 36) at different weeks of age (6–9 weeks). Data are presented as the mean ± SEM. Statistical analysis was performed using two-way ANOVA with Bonferroni post-test (*p<0.05; ***p<0.001).

Respiratory abnormalities are frequently associated with disease mortality in LS patients and global Ndufs4KO mice (Arii and Tanabe, 2000; Quintana et al., 2012; Gerards et al., 2016). To provide insight into the genetic identity of the neurons responsible for this respiratory phenotype, we assessed respiratory function by unrestrained whole-body plethysmography in awake Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice. Vglut2:Ndufs4cKO mice exhibited erratic plethysmographic recordings (Figure 4A). In these mice, the frequency of respiration (f_R_) was markedly reduced at a mid-stage (P40-P60) of the disease and worsened as disease progressed (Figure 4C). In addition, significant differences were also seen in the volume of air inspired by the animal during one breath (tidal volume, V_T_). V_T_ was increased in Vglut2:Ndufs4cKO mice at a mid-stage of the disease and became significantly larger than in Vglut2:Ndufs4cCT at late disease stages (Figure 4D). In contrast, Gad2:Ndufs4cKO mice did not exhibit irregular plethysmographic traces and had breathing patterns (f_R_ and V_T_) that did not differ from controls (Figure 4B and E–F). These data reveal that the motor impairment and respiratory deficits observed in the Ndufs4KO mouse are mediated by Vglut2-expressing excitatory neuronal populations.

**Figure 4.**
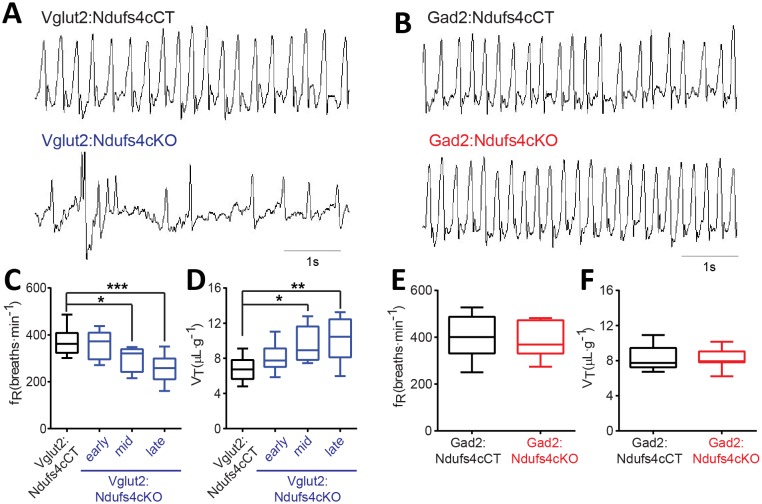
Breathing alterations in Vglut2:Ndufs4cKO mice. Representative 5 s plethysmographic recordings from (**A**) Vglut2:Ndufs4cCT mice (top), late-stage Vglut2:Ndufs4cKO mice (bottom), and (**B**) Gad2:Ndufs4cCT mice (top) and Gad2:Ndufs4cKO mice (bottom). Respiratory frequency (f_R,_ breaths·min^−1^) and tidal volume (V_T_, μL·g^−1^) for (**C–D**) Vglut2:Ndufs4cCT (n = 12) and Vglut2:Ndufs4cKO mice at different stages of the disease (early, n = 7; mid, n = 8; late, n = 12) and (**E–F**) Gad2:Ndufs4cCT (n = 7) and Gad2:Ndufs4cKO mice (n = 7). Data are presented as the mean ± SEM. Statistical analysis was performed using (**C–D**) one-way ANOVA followed by Bonferroni post-test (*p<0.05, **p<0.01, ***p<0.001) and (**E–F**) an unpaired *t*-Test.

We have shown that neuronal inactivation of *Ndufs4* in the VN promotes breathing abnormalities (Quintana et al., 2012). This observation, along with the extensive neuroinflammation observed in the VN of late-stage Vglut2:Ndufs4cKO mice, prompted us to assess the activity of Vglut2-expressing neurons in the VN using in vivo electrophysiology. Cell-firing activity was recorded during an open-field session before identification by laser stimulation of Channelrhodopsin-2 (ChR2)-expressing vestibular glutamatergic neurons in Vglut2:Ndufs4cKO and Vglut2:Ndufs4cCT mice (Figure 5A). Electrophysiological recordings in vivo showed that the firing rate for vestibular Vglut2-expressing neurons from Vglut2:Ndufs4cKO mice was not significantly different than controls when mice were at rest. However, when the mice were actively moving in the open-field, the Vglut2-expressing VN neurons in the control mice approximately doubled their firing rate to about 40 Hz but the experimental group did not (Figure 5B). The failure of VN glutamatergic neurons in Vglut2:Ndufs4cKO mice to respond to motor activity may account for the breathing abnormalities.

**Figure 5.**
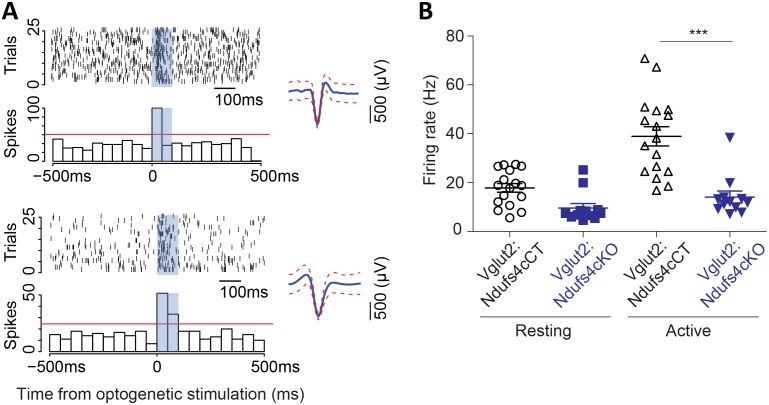
Vglut2-expressing glutamatergic cells in the vestibular nucleus show reduced in vivo electrophysiological activity in Vglut2:Ndufs4cKO mice. (**A**) Representative identification of two different glutamatergic cells with raster plots (upper part) and peri-stimulus histograms (PSTH, lower part) using optogenetic stimulation. 0 represents the onset of optogenetic stimulation. Red line represents mean firing rate from the 500 ms before the stimulus plus three time the SD. Blue shading indicates period of laser stimulation. (**B**) Firing rate of Vglut2-expressing glutamatergic cells (n = 17 from Vglut2:Ndufs4cCT mice and n = 12 from Vglut2:Ndufs4cKO mice) during a 10 min session in an open-field. Reduced electrophysiological activity was observed in freely-moving late-stage Vglut2:Ndufs4cKO mice when compared to Vglut2:Ndufs4cCT mice regardless behavioral state (resting or active). Data are presented as the mean ± SEM. Statistical analysis was performed using two-way repeated measures ANOVA with Bonferroni post-test (***p<0.001).

### Abnormal body temperature regulation in Gad2:Ndufs4cKO mice

Dysregulation of body temperature homeostasis, such as hypothermia, is commonly observed in LS patients (Finsterer, 2008). Accordingly, global Ndufs4KO mice present reduced body temperature starting at P30 (Quintana et al., 2010). However, the genetic identity of the neuronal population involved in this phenotype was unknown. Hence, using telemetric temperature monitoring, we observed that Vglut2:Ndufs4cKO presented normal resting body temperature during early life, decreasing only as the disease progressed to mid-late stage (P40 onwards, Figure 6A). In contrast, we identified a severe reduction in resting body temperature of Gad2:Ndufs4cKO as early as P20-P30, which was maintained at all time points analyzed (Figure 6B). Therefore, our results suggest a central role of GABAergic neurons in central body temperature regulation in the context of *Ndufs4* deficiency.

**Figure 6.**
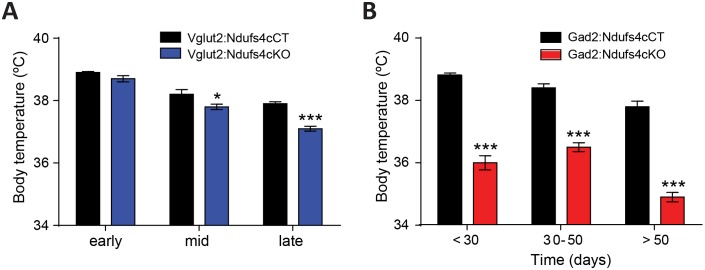
Decreased body temperature in Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice. (**A**) Telemetric body temperature measurements in Vglut2:Ndufs4cKO (n = 4–8) and Vglut2:Ndufs4cCT mice (n = 7–10) at different stages of the disease. (**B**) Telemetric body temperature measurements in Gad2:Ndufs4cKO (n = 7–11) and Gad2:Ndufs4cCT mice (n = 5–7) at different ages. Data are presented as the mean ± SEM. Statistical analysis was performed using two-way ANOVA followed by Bonferroni post-test (*p<0.05, ***p<0.001).

### Gad2:Ndufs4cKO manifest sudden unexpected death associated with epilepsy

In Gad2:Ndufs4cKO mice, spontaneous seizure-like events were observed during routine husbandry practices such as lifting the animal by the tail or cage cleaning (Video 2). To define whether fatal seizures were the cause of the unanticipated death observed in Gad2:Ndufs4cKO mice, starting at P40 animals were continuously video-recorded to monitor for potential seizures leading to an abrupt death. Analysis of the recordings revealed that all deaths in Gad2:Ndufs4cKO mice consistently followed a severe generalized tonic-clonic convulsion. In contrast, spontaneous, sporadic or lethal seizures were not observed in either controls (data not shown) or Vglut2:Ndufs4cKO mice at any stage of the disease (Figure 7—figure supplement 1). Detailed visualization and analysis of the images unveiled that seizures in Gad2:Ndufs4cKO mice were mostly generalized and of multiple semiology (unilateral, primary bilateral, secondary bilateral or alternating). Subsequent electroencephalographic (EEG) and electromyographic (EMG) characterization showed the presence of spontaneous generalized tonic-clonic (GTC) seizures (Figure 7A), interictal spikes and myoclonic seizures in Gad2:Ndufs4cKO mice (Figure 7B–C), which are hallmarks of epilepsy in mitochondrial disorders (Rahman, 2015), with 40–60% of mitochondrial disease patients manifesting seizures (Koenig, 2008; El Sabbagh et al., 2010; Canafoglia et al., 2001). In addition, local field potential (LFP) recordings identified the presence of seizure-like events (Queiroz et al., 2009) in the GPe of Gad2:Ndufs4cKO mice as soon as P35, while being absent in control mice (Figure 7D), suggesting that subcortical alterations in affected regions may precede the development of generalized seizures.

**Figure 7.**
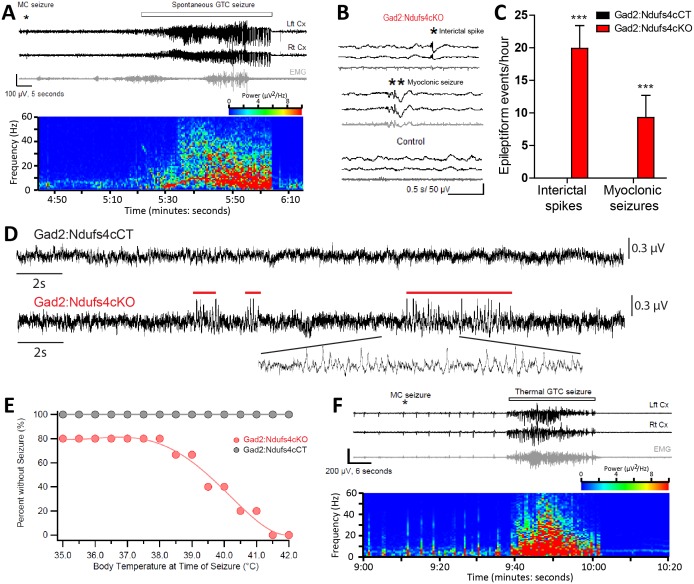
Gad2:Ndufs4cKO mice present epileptic seizures. (**A**) EEG-EMG recordings and spectrogram analysis showing the frequency and power density of a typical spontaneous seizure in a Gad2:Ndufs4cKO mouse. A preceding myoclonic seizure (MC) is marked with an asterisk. (**B**) Representative EEG-EMG traces and (**C**) number of epileptiform events (interictal spikes and myoclonic seizures) in Gad2:Ndufs4cKO (n = 9) and control (Gad2:Ndufs4cCT; n = 5) mice. Data are presented as the mean ± SEM. Statistical analysis was performed using two-way ANOVA (***p<0.001). (**D**) Local field potential (LFP) recordings in the globus pallidus of Gad2:Ndufs4cCT and Gad2:Ndufs4cKO mice at P35. Notice the presence of epileptic events (red lines) in the traces from Gad2:Ndufs4cKO mice. (**E**) Percentage of Gad2:Ndufs4cKO and Gad2:Ndufs4cCT mice remaining seizure-free after increasing body temperature. (**F**) Representative EEG-EMG recordings and spectrogram analysis of a thermally-induced seizure in a Gad2:Ndufs4cKO mouse. A preceding myoclonic seizure (MC) is marked with an asterisk. Lft Cx, left cortex; Rt Cx: right cortex; EMG: electromyography.

**Figure 7—figure supplement 1.**
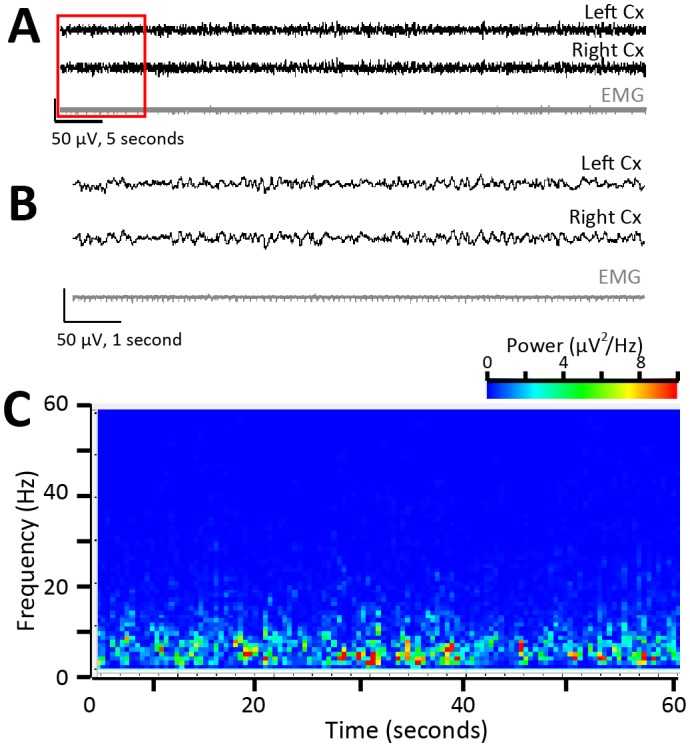
Vglut2:Ndufs4cKO mice do not present spontaneous seizures. (**A–B**) Representative EEG-EMG recordings (B is a magnification of the inset in A) and (**C**) spectrogram analysis in a late-stage Vglut2:Ndufs4cKO mouse.

**Figure 7—figure supplement 2.**
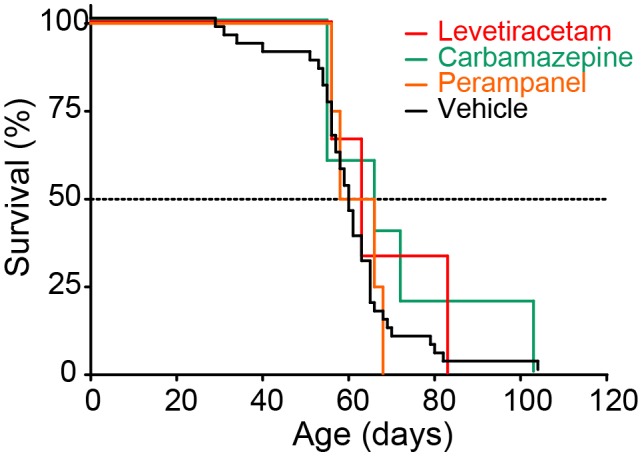
Lifespan of Gad2:Ndufs4cKO mice is not extended by antiepileptic treatment. Survival rate curve for Gad2:Ndufs4cKO mice treated intraperitoneally (i.p) with vehicle, levetiracetam (60 mg/kg daily; n = 3), perampanel (0.75 mg/kg daily, n = 4) or carbamazepine (40 mg/kg daily; n = 5). Statistical analysis was performed using a Log-rank (Mantel Cox) test.

**Video 2.** Generalized tonic-clonic seizure without hypermotor (Racine scale stage 4) in Gad2:Ndufs4cKO mice.

In individuals with mitochondrial disease, seizures are commonly observed after stressors such as febrile events (Bindoff and Engelsen, 2012). Hence, susceptibility of Gad2:Ndufs4cKO mice to thermally-induced seizures was assessed (Figure 7E–F). Gad2:Ndufs4cKO mice were highly sensitive to temperature compared to Gad2:Ndufs4cCT mice, with some mice displaying seizures already at basal temperature. The number of seizures significantly increased with temperature; 50% of the mice exhibited seizures at 39.5°C and all Gad2:Ndufs4cKO manifested seizures by 41.5°C. Both spontaneous and temperature-induced seizures were always preceded by a myoclonic (MC) seizure (Figure 7A and F) with the latter being more severe (Racine scale stage 5) than the former (Racine scale stage 4) (data not shown). Both spontaneous and thermally-evoked seizures were characterized by EEG hyperactivity. Similarly to controls, Vglut2:Ndufs4cKO did not show susceptibility to temperature-induced seizures up to 42°C (data not shown). Peri-onset administration (from P40 onwards) of the anti-epileptic drugs levetiracetam (60 mg/kg), perampanel (0.75 mg/kg) or carbamazepine (40 mg/kg) to Gad2:Ndufs4cKO mice failed to prevent fatal epileptic events, resulting in similar lifespan (Figure 7—figure supplement 2). Drug-treated mice showed a median survival of 63, 62 and 66 days, respectively, which was not statistically significant when compared to the median lifespan of vehicle-treated mice (60 days).

## Discussion

Neuronal vulnerability is one of the hallmarks of Leigh Syndrome. However, the restricted anatomical distribution of brain lesions indicates a clear gradation in neuronal susceptibility to LS-causing mutations. Specific neuronal populations in affected regions, such as brainstem or basal ganglia, are highly vulnerable to mitochondrial dysfunction and may underlie the plethora of neurological signs observed in LS. The scarcity and high variability of patients has limited our knowledge on the genetic identity and relative contribution of the affected neuronal populations to the phenotype; thus, a model system with consistent neuropathological features resembling mitochondrial disease is a valuable research tool. We have shown (Quintana et al., 2010; Quintana et al., 2012) that mice lacking the *Ndufs4* gene (Ndufs4KO mice) recapitulate the clinical signs of the human disease (Ortigoza-Escobar et al., 2016; Quintana et al., 2012). Ndufs4KO mice present overt lesions predominantly in the brainstem (Quintana et al., 2010; Quintana et al., 2012; Johnson et al., 2013), but also in the striatum in late stages of the disease (Quintana et al., 2012). Hence, we hypothesized that a concerted role of diverse neuronal populations was necessary to drive the plethora of symptoms observed in Ndufs4KO mice.

In this study, we use a conditional genetic approach to selectively ablate NDUFS4 in ChAT-expressing cholinergic neurons (ChAT:Ndufs4cKO), Vglut2-expressing glutamatergic neurons (Vglut2:Ndufs4cKO) or Gad2-expressing GABAergic neurons (Gad2:Ndufs4cKO), thus restricting Complex I deficiency to some of the most abundant neuronal populations. This approach allowed us to provide a comprehensive dissection of the neuronal involvement in the phenotype of LS.

Animals lacking *Ndufs4* in cholinergic neurons (ChAT:Ndufs4cKO) were phenotypically equivalent to controls, indicating no overt contribution of this cell type to the pathology observed in Ndufs4KO mice. In contrast, Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice had reduced lifespan and body weight, which was accompanied by a decrease in food intake, which are common clinical signs that appear in Leigh Syndrome patients (Rahman et al., 1996; Smeitink, 2003). Recent reports have shown that neuronal cell-specific NDUFS4 knock down in *Drosophila* also leads to severe feeding abnormalities and premature death (Foriel et al., 2018). Our results indicate a conserved role for neurons in the onset and progression of the pathological condition of global *Ndufs4* deficiency and reveal that both glutamatergic and GABAergic systems contribute to the growth and lethality phenotype. Noteworthy, the slight reduction in phenotype severity of conditional neuronal *Ndufs4* deficiency, with relative neuronal preservation, compared to the global Ndufs4KO mice suggests a concerted contribution of different cell types. In this regard, our previous work has shown the importance of neuron-astrocyte crosstalk in the development of neurodegeneration in the context of mitochondrial disease (Liu et al., 2015). However, astrocytic *Ndufs4* deficiency is not sufficient to recapitulate the phenotype of global Ndufs4KO mice (Ramadasan-Nair et al., 2019), underscoring the central role of neurons in the disease. Even so, recent studies have shown enhanced neuronal survival in global Ndufs4KO after disruption of hepatic S6K1 (Ito et al., 2017). Hence, the role of cell and tissue non-autonomous effects on disease progression have to be taken into account to fully understand the phenotype of neuronal-specific conditional Ndufs4KO mice.

Apart from the premature death and feeding deficits, Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice present two markedly distinct clinical entities (summarized in Table 2). With Vglut2:Ndufs4cKO mice, the lethality was associated with severe motor and respiratory alterations, whereas with Gad2:Ndufs4cKO mice, sudden unexpected death was associated with epilepsy (SUDEP) (Abdel-Mannan et al., 2019; Manolis et al., 2019; DeGiorgio et al., 2019) with no overt clinical alteration beyond the weight loss.

**Table 2.** Clinical signs inNdufs4-LS patients, Ndufs4KO mice and conditional Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice.

	*Ndufs4*-LS patients	Ndufs4KO mouse	Vglut2:Ndufs4cKO mouse^*^	Gad2:Ndufs4cKO mouse^*^
*Decreased lifespan*	22/22	Yes	Yes	Yes
*Feeding impairment*	8/22	n.d	Yes	Yes
*Reduced body weight*	n.a.	Yes	Yes	Yes
*Brainstem lesions*	14/22	Yes	Yes	No
*Basal ganglia lesions*	9/22	Yes	No	Yes
*Ataxia, motor alterations*	22/22	Yes	Yes	No
*Growth retardation*	11/22	Yes	Yes	Yes
*Hypotonia*	22/22	Yes	Yes	No
*Respiratory abnormalities*	22/22	Yes	Yes	No
*Increased sensitivity to VAs*	n.a.	Yes	Yes†	No†
*Seizures*	4/22	Yes	No	Yes
*Hypothermia*	n.a.	Yes	Yes‡	Yes

n.d, not determined; n.a, not available. *Reported in this study. †Reported in Zimin et al. (2016). ‡Only in late-stage mice. VAs: volatile anesthetics. Adapted from Quintana et al. (2012).

Histologically, Vglut2:Ndufs4cKO mice present with prominent neuroinflammation and lesions in areas of the brainstem such as the VN, IO and the cerebellar FN, reminiscent of the pathology found in Ndufs4KO mice (Quintana et al., 2010). We have identified a critical role of brainstem lesions in the development of fatal breathing alterations observed in the Ndufs4KO mice (Quintana et al., 2012), in agreement with human LS patients (Arii and Tanabe, 2000). Glutamatergic signaling in the brainstem has been shown to regulate breathing (Whitney et al., 2000). In addition, VN glutamatergic neurons have been suggested to modulate respiratory responses (Xu et al., 2002). Furthermore, the Pre-Bötzinger (PreBotC) complex, a key respiratory center, is composed of glutamatergic neurons (Stornetta et al., 2003) and receives extensive glutamatergic inputs (Bochorishvili et al., 2012). We have shown that Ndufs4KO mice present intrinsic PreBotC alterations and that vestibular projections to the PreBotC are necessary for maintaining respiration (Quintana et al., 2012). Our electrophysiological recordings in Vglut2-expressing VN neurons from Vglut2:Ndufs4cKO mice show relatively normal basal firing rate but fail to increase spiking in response to locomotor activity. Neuronal firing is a highly energy-requiring process, mostly dependent in mitochondrial function (Harris et al., 2012), especially in glutamatergic synapses (Juge et al., 2010; Zimin et al., 2016). Hence, our results suggest that glutamatergic VN neurons are unable to achieve the energy requirements of increased firing rates. Thus, it is likely that failure of glutamatergic VN projections to the PreBotC allowing appropriate responses to physiological needs underlies the breathing deficits observed in Vglut2:Ndufs4cKO mice.

Development of brainstem lesions correlate with motor deficits in animals constitutively lacking *Ndufs4 *(Quintana et al., 2010). Accordingly, strategies that improve motor symptoms in Ndufs4KO mice, such as AAV-based gene therapy (Quintana et al., 2012; Di Meo et al., 2017), rapamycin administration (Johnson et al., 2013), or hypoxia (Jain et al., 2016; Ferrari et al., 2017) cause a marked reduction in brainstem lesions. Here, we have identified a critical role for Vglut2-expressing glutamatergic neurons, in the brainstem and cerebellum, in the development of the motor deficits observed after *Ndufs4* deficiency. In keeping with this, conditional deletion of *Ndufs4* in dopaminergic neurons does not cause cell loss (Kim et al., 2015) or motor deficits (Choi et al., 2017). However, other areas, such as the striatum, may participate in the delayed, mild, progressive motor dysfunction observed in LS patients (Chen et al., 2017a; Di Meo et al., 2017).

Our gene expression analysis in brainstem of Vglut2:Ndufs4cKO mice has enabled the generation of an in-depth profile of the transcriptomic landscape in an affected brain area after *Ndufs4* deficiency. This analysis revealed a prominent increase in inflammatory mediators in the affected tissue. However, anti-inflammatory or immunotherapeutic approaches have been mostly ineffective as treatments for LS (Johnson et al., 2013; Finsterer and Zarrouk-Mahjoub, 2017) with only a few successful cases reported (Chuquilin et al., 2016). 

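Genes that interferons induce and genes of antigen presentation had higher values in the Vglut2:Ndufs4cKO brainstem, and their increase was uneven between the Vglut2:Ndufs4cKO arrays. All 18 tested interferon-stimulated genes had higher means in Vglut2:Ndufs4cKO mice, with a median log2 fold change of 0.97, but 0 passed alone (limma, with 15 higher and 0 lower at an unadjusted p under 0.05, and 13 higher when adjusted over the list alone). As a list they were shifted (camera, adjusted p = 1.38e-11, and adjusted p = 0.118 with an estimated correlation). Oasl2, an antiviral synthetase-like protein, had a log2 fold change of 1.32 (standard error 0.27, adjusted p = 0.0753), and the GTPase genes Ifi47 and Gbp2 had 1.18 and 1.00 (standard errors 0.23 and 0.21, adjusted p = 0.0660 and 0.0922). Without Vglut2:Ndufs4cKO replicate 4 these 3 genes passed (adjusted p = 0.0305, 0.0485 and 0.0450). Of 13 genes of MHC class I presentation 0 passed (limma, with 8 higher and 0 lower at an unadjusted p under 0.05, and 7 higher when adjusted over the list alone), such as H2-D1, a class I heavy chain, with 0.81 (adjusted p = 0.178) and the immunoproteasome subunit Psmb9 with 0.92 (adjusted p = 0.269). The list had a median of 0.67, or 0.65 at bounds (camera, adjusted p = 8.90e-07, and adjusted p = 0.194 with an estimated correlation), and of 0.42 without Vglut2:Ndufs4cKO replicate 3.

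Of 9 genes of MHC class II presentation only the costimulator Cd86 was higher and 8 did not pass (4 higher when adjusted over the list alone), with a median of 0.56, or 0.50 at bounds (camera, adjusted p = 1.62e-05, and adjusted p = 0.199 with an estimated correlation), and of 0.37 without Vglut2:Ndufs4cKO replicate 2. H2-DMa, which helps to load peptides on class II molecules, had 0.79 (standard error 0.18, adjusted p = 0.121). Of 15 cytokines and their receptors, 1 was higher, 0 lower and 14 not passing (5 higher when adjusted over the list alone), with a median of 0.35 (camera, adjusted p = 0.000226, and adjusted p = 0.0645 with an estimated correlation), and of 0.23 without Vglut2:Ndufs4cCT replicate 3. The gene that rose was Osmr, the receptor of oncostatin M (log2 fold change 1.47, standard error 0.25, adjusted p = 0.0354), a call that was lost without Vglut2:Ndufs4cCT replicates 1, 2, 3 and 4 and Vglut2:Ndufs4cKO replicates 1 and 3, each alone. Averaged over its genes and set against the Vglut2:Ndufs4cCT mean, the interferon list was lowest in Vglut2:Ndufs4cKO replicate 4 (0.34), followed by Vglut2:Ndufs4cKO replicate 2 (0.61), and highest in Vglut2:Ndufs4cKO replicate 3 (1.53), while the Vglut2:Ndufs4cCT replicates lay between -0.10 and 0.12. MHC class I was at 0.70, 0.64, 1.00 and 0.02 in the Vglut2:Ndufs4cKO replicates, so that Vglut2:Ndufs4cKO replicate 4 lay within the range of the Vglut2:Ndufs4cCT replicates, from -0.06 to 0.07. MHC class II was at 0.71, 0.87, 0.66 and 0.31, and Vglut2:Ndufs4cKO replicate 4 again lay within the Vglut2:Ndufs4cCT range, from -0.34 to 0.46. With fry, a further list test, neither passed (adjusted p = 0.0807 for MHC class I and 0.0621 for MHC class II). Vglut2:Ndufs4cKO replicate 4 also had high scores of cerebellum (1.38) and of choroid plexus and ependyma genes (1.51), against at most 0.41 and 0.43 on any other array. Dilution by tissue at the Vglut2:Ndufs4cCT level would leave the same share of the increase in every list. The interferon list kept 23.8% against the mean of the other Vglut2:Ndufs4cKO arrays. Of 15 other higher lists, 13 lay above the score this predicts, 1 within the SD and 1 below. With the 50.6% kept against the lowest of those arrays, these were 8, 6 and 1. The lists above go against dilution, but the levels of these genes in the other tissue are not known. Dilution thus cannot be told apart from a difference between the mice. An index of how far probes of the same gene moved apart was chosen after the data were seen. Whether it reflects RNA state was not tested. With that index as a covariate, the medians of the interferon and MHC class I lists were 0.57 and 0.39.

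**Figure D5:**
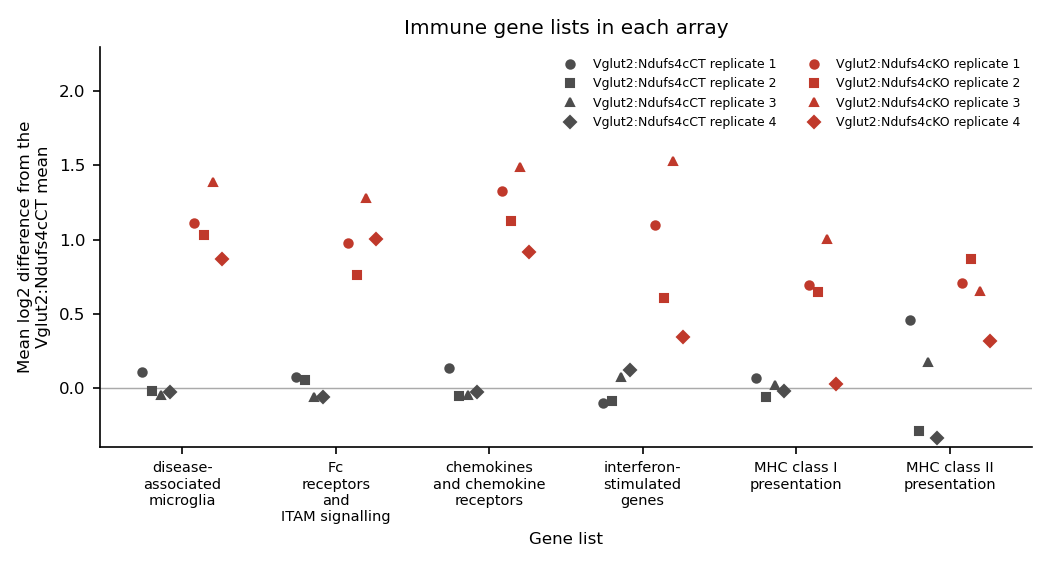
Mean log2 difference from the Vglut2:Ndufs4cCT mean (vertical axis) over the tested genes of 6 immune gene lists (horizontal axis), for each array. Each symbol is 1 array, with 4 arrays per group. In Vglut2:Ndufs4cKO replicate 4 the interferon list is at 0.34 and MHC class I at 0.02, and in every Vglut2:Ndufs4cKO array the lists of disease-associated microglia, Fc receptors and chemokines lie above all Vglut2:Ndufs4cCT arrays.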

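Genes that microglia switch on near damage had higher values in the Vglut2:Ndufs4cKO brainstem, while lists typical of blood monocytes and neutrophils did not pass with all arrays. Of 18 tested genes of disease-associated microglia, 6 were higher, 0 lower (limma, with 14 higher and 0 lower at an unadjusted p under 0.05) and 12 not passing, with 13 higher when adjusted over the list alone. Their median log2 fold change was 0.86 (camera, adjusted p = 9.45e-19, and adjusted p = 0.0423 with an estimated correlation). Lgals3, a galectin of phagocytes, had a log2 fold change of 2.13 (standard error 0.16, adjusted p = 0.000977), Gpnmb, a membrane glycoprotein of lipid-laden macrophages, 2.07 (standard error 0.22, adjusted p = 0.00470) and Lpl, a lipoprotein lipase, 1.08 (standard error 0.13, adjusted p = 0.0113). These 3 genes passed with any 1 array left out. Of 11 tested genes of homeostatic microglia, 1 was higher, 0 lower and 10 not passing (5 higher when adjusted over the list alone), with a median of 0.40 (camera, adjusted p = 1.46e-06, and adjusted p = 0.0876 with an estimated correlation). The gene that rose was Fcrls (log2 fold change 1.33, standard error 0.18, adjusted p = 0.0153), a call lost without Vglut2:Ndufs4cCT replicate 3 and without Vglut2:Ndufs4cCT replicate 4. Cx3cr1, the fractalkine receptor, had 1.01 (standard error 0.21, adjusted p = 0.0815). Many of these genes are shared with macrophages that enter from the blood.

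Of 18 markers of blood monocytes and border macrophages, 11 were tested and 0 passed (limma, with 1 higher and 0 lower at an unadjusted p under 0.05). Their median was 0.23 (camera, adjusted p = 0.497), with the scavenger receptor genes Mrc1 at 0.54 (standard error 0.19, adjusted p = 0.372) and Cd163 at 0.46 (standard error 0.26, adjusted p = 0.611). Of 13 neutrophil markers, 7 were tested and 0 passed (limma, with 2 higher and 1 lower at an unadjusted p under 0.05, and 1 higher and 1 lower when adjusted over the list alone). The granule peptide gene Camp had -0.95 (standard error 0.23, adjusted p = 0.158) and Csf3r, the receptor of granulocyte colony-stimulating factor, 0.71 (standard error 0.18, adjusted p = 0.167). The neutrophil list had a median of -0.41 (camera, adjusted p = 0.336). It passed as lower without Vglut2:Ndufs4cCT replicate 4 (median -0.67, adjusted p = 0.0201) and without Vglut2:Ndufs4cKO replicate 3 (median -0.74, adjusted p = 0.00960).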

Our deconvolution data show a marked infiltration of distinct leucocyte populations, underscoring the complex cellular milieu elicited by mitochondrial dysfunction that may underlie the failure of global anti-inflammatory approaches. Delineation of the immune cells recruited to the brain lesions may lead to novel therapeutic approaches tailored for LS.

The *Gad*2-expressing GABAergic neurons do not participate in the appearance of respiratory or motor deficits in *Ndufs4* deficiency. However, they are critical for body temperature control and the onset and development of the fatal epileptic seizures, features that are observed in both global Ndufs4KO mice (Quintana et al., 2010) and LS patients (Finsterer, 2008; Koenig, 2008; Finsterer and Zarrouk Mahjoub, 2012). Lack of *Ndufs4* in *Gad2*-expressing neurons leads to the appearance of neuroinflammation in the basal ganglia nuclei such as the GPe and SNr, in agreement with the increased vulnerability of basal ganglia neurons to mitochondrial dysfunction (Gubellini et al., 2010). Furthermore, we show that electrophysiological alterations in the GPe neurons predate cortical epileptic events, suggesting a primary role of the basal ganglia circuitry in the development of epileptic seizures in Gad2:Ndufs4cKO mice. Basal ganglia are involved in epilepsy (Rektor et al., 2012; Badawy et al., 2013; Vuong and Devergnas, 2018), likely by acting as an inhibitory input to cortical seizure spread via feedback mechanisms (Rektor et al., 2012). Hence, we hypothesize that basal ganglia inhibitory network is affected in Gad2:Ndufs4cKO mice, being unable to control the activity of cortical excitatory neurons, thus leading to epilepsy. Gad2:Ndufs4cKO mice are resistant to different antiepileptic approaches, such as the widely-used antiepileptic drugs carbamazepine, perampanel, and levetiracetam. Although earlier administration of these drugs may have led to a better antiepileptic outcome, epilepsy-induced death in mitochondrial disease patients is usually linked to refractory epileptic seizures (Finsterer and Zarrouk Mahjoub, 2012). Hence, Gad2:Ndufs4cKO mice may represent an excellent model to study epileptic mechanisms in LS, a much needed area of research, especially considering that most commonly used antiepileptic drugs may promote mitochondrial toxicity (Finsterer, 2017).

As described, both LS patients (Finsterer, 2008) and NDUFS4-LS patients (Ortigoza-Escobar et al., 2016) present predominant basal ganglia and brainstem affectation. Accordingly, basal ganglia and brainstem lesions are prominent features in global Ndufs4KO (References: Quintana et al., 2010; Quintana et al., 2012; Table 2), and GABAergic and glutamatergic conditional Ndufs4KO mice, respectively. However, alterations in other areas such as thalamus, cerebellum and spinal cord are also frequently observed, contributing to the clinical complexity of the pathology (Arii and Tanabe, 2000; Lake et al., 2015). In line with our previous studies (Quintana et al., 2010; Quintana et al., 2012), here we show the glutamatergic origin of cerebellar and spinal cord alterations, probably contributing motor deficits observed in LS and Ndufs4KO. Clinically, LS patients commonly present hypothermia and failure to thrive (Finsterer, 2008), which are recapitulated in global Ndufs4KO mice (Quintana et al., 2010). Our work shows reduced body weight and hypophagia in both Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO, while hypothermia is mainly restricted to the latter. Central control of food intake and thermoregulation heavily rely on glutamatergic and GABAergic hypothalamic neuronal populations (Tan and Knight, 2018; Sternson and Eiselt, 2017; Zhao et al., 2017). Hence, our results indicate, that even in the absence of overt neuroinflammation, neuronal *Ndusf4* deficiency may lead to hypothalamic impairment, as observed in LS patients (Zinka et al., 2010).

One remaining question is the characterization of the underlying molecular mechanisms leading to the specific vulnerability of defined neuronal populations to *Ndufs4* deficiency. In this regard, increased oxidative stress is one of the hallmarks of the phenotype (Quintana et al., 2010). Accordingly, antioxidant treatments have proven moderate effectivity in the global Ndufs4KO mice (Liu et al., 2015; de Haas et al., 2017). Initiation of extrinsic apoptotic cascades has also been found in Ndufs4KO mice (Finsterer and Zarrouk-Mahjoub, 2017, and this work), even though EM imaging demonstrated mostly necrotic death in affected brain regions of Ndufs4KO mice (El Sabbagh et al., 2010). In this regard, the remarkable immune cell infiltration described in this work may contribute to the initiation of these cascades. Finally, different studies have pointed at metabolic dysregulation as a potential contributor to the pathology. In this regard, mTOR inhibition or hypoxic conditions modify glycolytic levels, leading to clinical sign amelioration and extended lifespan in Ndufs4KO mice (Johnson et al., 2013; Jain et al., 2016).

In conclusion, we provide new insights on the genetic identity of affected neuronal populations in LS by dissecting the associated cell type-specific molecular, biochemical, clinical and behavioral features in a model of LS. Our work highlights the importance of addressing mitochondrial disease at the cell type-specific level. The advent of new tools to assess transcriptomic and biochemical changes at this level of resolution (Sanz et al., 2009; Bayraktar et al., 2019) bodes well for more progress. Hence, our work broadens current understanding of the etiology of LS and paves the way for future studies at the cell type-specific level to unravel the molecular determinants of neuronal pathology in LS.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. Musculus*)	*Slc17a6*^Cre^ (BAC-Vglut2::Cre)	Borgius L, et al. Mol Cell Neurosci. 2010; 45(3):245–57	MGI:4881727	Tg(Slc17a6-icre)1Oki
Genetic reagent (*M. Musculus*)	*Gad2*^Cre/+^(Gad2-IRES-Cre)	Taniguchi H, et al. Neuron. 2011;71(6):995–1013.	MGI:4418713	B6J.Cg-Gad2tm2(cre)Zjh/MwarJ JAXs Stock No: 028867
Genetic reagent (*M. Musculus*)	*Chat*^Cre/+^(Chat-IRES-Cre)	Rossi J, et al. Cell Metab. 2011;13(2):195–204	MGI:6121363	B6.129S-Chattm1(cre)Lowl/MwarJ JAXs Stock No: 031661
Genetic reagent (*M. Musculus*)	*Ndufs4*^Δ/+^	Kruse SE, et al. Cell Metab. 2008; 7 (4):312–20	MGI:5614215	B6.129S4-Ndufs4tm1.1Rpa/J JAXs Stock No: 027058
Genetic reagent (*M. Musculus*)	*Ndufs4*^lox/lox^	Kruse SE, et al. Cell Metab. 2008; 7 (4):312–20	MGI:5613135	B6.129S4-Ndufs4tm1Rpa/J JAXs Stock No: 026963

### Study approval

All experiments were conducted following the recommendations in the Guide for the Care and Use of Laboratory Animals and were approved by the Animal Care and Use Committee of the Seattle Children´s Research Institute and the Universitat Autònoma de Barcelona.

### Animal husbandry

Mice were maintained with Teklad Global rodent diet No. 2014S (HSD Teklad Inc, Madison, Wis.) and water available *ad libitum* in a vivarium with a 12 hr light/dark cycle at 22°C.

### Mouse genetics

The following mouse lines were used in this study: *Slc17a6*^Cre^ (BAC-Vglut2::Cre) (Borgius et al., 2010) mice were generated by Ole Kiehn. *Gad2*^Cre/+^ (Gad2-IRES-Cre) (Taniguchi et al., 2011) and *Chat*^Cre/+^ (Chat-IRES-Cre) (Rossi et al., 2011) mice were obtained from The Jackson Laboratory (Stock No: 028867 and 031661, respectively) (Bar Harbor, ME). *Ndufs4*^lox/lox^ and *Ndufs4*^Δ/+^ were previously generated by our group (Quintana et al., 2010; Kruse et al., 2008). Male and female mice of different ages were used in this study. Sex and age of the animals are described in the figure legends. All mice were on a C57BL/6J background after backcrossing for at least 10 generations.

Mice with conditional deletion of *Ndufs4* in Vglut2-expressing glutamatergic neurons (*Slc17a6*^Cre^, *Ndufs4*^Δ/lox^ or Vglut2:Ndufs4cKO) were generated by crossing mice with one *Ndufs4* allele deleted and expressing a codon-improved Cre recombinase (iCre) under the *Slc17a6* promoter (*Slc17a6*^Cre^, *Ndufs4*^Δ/+^) to mice with two floxed *Ndufs4* alleles (*Ndufs4*^lox/lox^). Mice with conditional deletion of *Ndusf4* in *Gad2*-expressing GABAergic neurons (*Gad2*^Cre/+^, *Ndufs4*^lox/lox^ or Gad2:Ndufs4cKO) were obtained by crossing mice with one floxed *Ndufs4* allele and expressing Cre recombinase under the control of the *Gad2* promoter (*Gad2*^Cre/+^, *Ndufs4*^lox/+^) to mice carrying two floxed *Ndufs4* alleles (*Ndufs4*^lox/lox^). Similarly, mice with conditional *Ndufs4* deletion in ChAT-expressing cholinergic neurons (*Chat*^Cre/+^, *Ndufs4*^lox/lox^ or ChAT:Ndufs4cKO) were obtained by crossing mice carrying one floxed *Ndufs4* allele and expressing Cre recombinase driven by the ChAT promoter (*Chat*^Cre/+^, *Ndufs4*^lox/+^ mice) to *Ndufs4*^lox/lox^ mice. Littermate controls were *Slc17a6*^Cre^, *Ndufs4*^lox/+^ (Vglut2:Ndufs4cCT); *Gad2*^Cre/+^, *Ndufs4*^lox/+^ (Gad2:Ndufs4cCT) and *Chat^Cre/+^Ndufs4*^lox/+^ (ChAT:Ndufs4cCT) mice. In all cases, genotype of the offspring and absence of ectopic recombination (i.e. presence of recombination bands in tail DNA samples) was determined by PCR analysis. Primer sequences have been described (Kruse et al., 2008).

### Clinical evaluation

Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice were examined every other day for clinical signs resulting from cell type-specific *Ndufs4* inactivation. Physiological (body weight) and behavioral (locomotor activity, motor coordination, gait/postural alterations) parameters were evaluated in more than 50 animals for each mouse line and were grouped into the following categories based on visual observation: ‘+++” severe manifestation of the clinical sign, ‘++” moderate manifestation of the clinical sign, ‘+” mild clinical sign, “- “absence of clinical sign. Mice were humanely euthanized after losing 20% of their peak body weight. Only Vglut2:Ndufs4cKO mice presented the overt and progressive clinical signs. Albeit the presence of individual variability in the development of the disease, early stage was defined in the range P20-P40, mid-stage between P40-P60, and late stage at ages over P60 in Vglut2:Ndufs4cKO.

### Food intake analysis

Food consumption was recorded from 7 to 11 weeks of age using a Physiocage system (Panlab, Spain). Data at 8 weeks of age (right before the median survival value) are presented, including enough individuals to ensure sufficient statistical power.

### Behavioral assays

#### Rotarod test

A standard rotarod device (Rotarod, San Diego Instruments, USA) was used to assess motor coordination and global physical condition of animals. Mice were placed on the spindle, which linearly accelerated from 4 to 40 r.p.m and increased 2 r.p.m. every 10 s. Each mouse received five trials per day over 3 days with a 5 min rest period between trials. The trial ended when the mouse fell off the spindle or after 3 min (cut-off time).

#### Open-field

Mice were placed in the open-field arena (560 [W]×365 [D]×400 [H] mm) and allowed to move freely for 10 min. Locomotor activity of mice was next monitored and total distance traveled (m) and velocity (cm/s) measured using the EthoVision tracking software (Noldus).

#### Whole-body plethysmography

Ventilatory function was assessed by whole–body plethysmography (EMMS, England, UK) under unrestrained conditions. The system was calibrated to 1 ml volume. An acclimation period of 45 min was allowed for mice adaptation to the chamber, followed by a 15 min experimental period. For Vglut2:Ndufs4cKO mice, plethysmography recordings were performed at different stages of the disease according to the clinical examination, and compared to littermate controls. Studies were also conducted on Gad2:Ndufs4cKO mice between 50–60 days of age and compared to corresponding controls. Respiratory frequency (F_R_; breaths·minute^−1^) and tidal volume normalized per body weight (V_T_; μL·g^−1^) were measured.

### Tissue preparation

For immunofluorescence, mouse brains were collected and fixed overnight in 4% paraformaldehyde (PFA) in PBS (pH 7.4). Subsequently, brains were cryoprotected in a PBS solution containing 30% sucrose and frozen in dry ice. Frozen brains were embedded in OCT, sectioned at 30 μm in a cryostat and rinsed in PBS prior to staining. For western blot analysis, brain areas (olfactory bulb, thalamus, spinal cord and globus pallidus) were dissected according to the Paxinos mouse brain atlas (Paxinos and Frank, 2013) and flash-frozen in liquid nitrogen before homogenization.

### Immunofluorescence

Tissue sections were rinsed in PBS-0.2% Triton X-100 (PBST) solution. Non-specific binding was blocked with 10% normal donkey serum (NDS) in a PBST solution for 60 min at room temperature, followed by overnight incubation at 4°C with primary antibodies diluted in 1% NDS-PBST (1:2000 for mouse anti-GFAP, Sigma; 1:1000 for chicken anti-GFAP, Abcam; 1:1000 for anti-Iba-1, Wako; 1:1000 for anti-TH, Millipore). Sections were then washed in PBST and incubated for 1 hr at room temperature with the corresponding Cy- (1:200, Jackson Immunoresearch) or Alexa Fluor-conjugated secondary antibodies (1:500, Thermo Fisher Scientific) in 1% NDS-PBST. Sections were finally washed in PBS and rinsed in water before mounting onto slides with Fluoromount G (Electron Microscopy Sciences) for microscopic analysis.

### Immunofluorescence labeling of neuromuscular junctions

Gastrocnemius muscles were sectioned in 60 µm longitudinal sections, collected in 24-well plates in sequential series of 4 slices per well in antifreezing solution. Sections were then blocked with PBS-0.3%Triton-5%Normal Donkey serum and incubated 48 hr at 4°C with primary antibodies anti-synaptophysin (1:500; AB130436, Abcam, UK) and anti-neurofilament 200 (NF200, 1:1000; AB5539, Millipore, USA). After washes, sections were incubated overnight with Alexa 594-conjugated secondary antibody (1:200; A11042, Invitrogen, USA) and Alexa 488 conjugated alfa-bungarotoxin (1:200; B13422, Life Technologies, USA). Slides with the sections were then mounted in Fluoromount-G (Southern Biotech, USA). Confocal images were captured with a scanning confocal microscope (LSM 700 Axio Observer, Carl Zeiss 40x/1.3 Oil DIC M27, Germany). Maximum projections images shown in this study were created from 1.5 µm z projections. For neuromuscular junctions analysis, the proportion of fully occupied endplates was determined by classifying each endplate as fully innervated (when presynaptic terminals overly the endplate), partially innervated (when presynaptic terminals were not clearly within the endplate) or vacant (no presynaptic label in contact with the endplate). At least 3–4 fields with more than 80 endplates were analyzed per each muscle.

### Western blotting

Brain tissue samples were homogenized in iced-cold RIPA buffer (Santa Cruz Biotechnology) and protein concentration determined by the BCA assay (Thermo Fisher Scientific). Thereafter, 20 μg of protein lysates were heat-denatured in Laemmli sample buffer (Bio-Rad Laboratories, Inc), subjected to 4–20% gradient SDS-PAGE and transferred to nitrocellulose membranes (Bio-Rad Laboratories, Inc). Membranes were then blocked for 1 hr with 5% (w/v) dried skimmed milk in Tris-buffered saline containing 0.1% Tween-20 (TBS-T) and incubated overnight at 4°C with primary antibodies against NDUFS4 (Abcam, mouse, 1:500), NSE (Dako, mouse, 1:1,000), GFAP (Sigma, mouse, 1:50,000), Iba1 (Wako, rabbit, 1:10,000), Active (cleaved) caspase 8 (Cell Signaling Technologies, 1:1000), β-actin (Sigma, mouse, 1:20,000) or GAPDH (GeneTex, mouse, 1:40,000). After incubation with the corresponding HRP-conjugated secondary antibodies (1∶10,000; Jackson ImmunoResearch), membranes were washed in TBS-T and developed using an enhanced chemiluminescence (ECL) detection system (Pierce). Bands were quantified using Image J software (National Institutes of Health, USA).

### Whole-genome gene expression (WGGEX) analysis

For WGGEX analysis, 150 ng of total RNA extracted from the brainstem of late-stage (over P68) Vglut2:Ndufs4cKO (n = 4) and Vglut2:Ndufs4cCT mice (n = 4) was amplified and biotin-labeled using the Illumina TotalPrep RNA Amplification kit (Ambion). 750 ng of the labeled cRNA was hybridized to MouseRef-8 v2 expression beadchips (Illumina) for 16 hr before washing and analyzing according to the manufacturer's directions. Signal was detected using a BeadArray Reader (Illumina), and data were analyzed for differential expression using the GenomeStudio data analysis software (Illumina). Average normalization, the Illumina custom error model, and multiple testing corrections using the Benjamini and Hochberg false discovery rate were applied to the analysis. Only transcripts with a differential score of >13 (p<0.05) were considered. Normalized and raw data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (accession number GSE125470). Functional enrichment analysis of differentially expressed mRNAs (1.4 fold or higher) using overrepresentation analysis (ORA) was accomplished using WebGestalt (http://www.webgestalt.org)(Wang et al., 2017). Characterization of the immune cell composition in these gene expression profiles was accomplished using the computational algorithm ImmuCC (Chen et al., 2017b).

### Surgery

Mice underwent survival surgery to implant EEG and EMG electrodes under isoflurane anesthesia with subcutaneous bupivacaine (1 mg/kg) for analgesia as described (Kalume et al., 2013). Using aseptic technique, a midline incision was made anterior to posterior to expose the cranium. Each EEG electrode consisted of a micro-screw attached to a fine diameter (130 µm bare; 180 µm coated) silver wire. The screw electrodes were placed through the small cranial burr holes at visually identified locations: left and right frontal cortices approximately 1 mm anterior to the bregma and 3 mm lateral of the sagittal suture. EMG electrodes were placed in back muscles. A reference electrode was placed at the midline cerebellum and a ground electrode was placed subcutaneously over the back and the skin was closed with sutures. All electrodes connected to a micro-connector system and their impedances were typically <10 kΩ. After electrode placement, the skin was closed with sutures and the mice were allowed to recover from surgery for 2–3 days.

### Video-EEG-EMG

Recording approach was performed as described (Kalume et al., 2013). Simultaneous video-EEG-EMG records were collected in conscious mice on a PowerLab 8/35 data acquisition unit using Labchart 7.3.3 software (AD Instruments, Colorado Spring, Co). All bio-electrical signals were acquired at 1 KHz sampling rate. The EEG signals were processed off-line with a 1–80 Hz bandpass filter and the EMG signals with a 3 Hz highpass filter. Video-EEG-EMG data collected were analyzed using Labchart software.

### Thermal seizure induction

Mouse body temperature was controlled using a rectal temperature probe and a heat lamp attached to a temperature controller in a feedback loop (Physitemp Instruments Inc, NJ). Briefly, as described (Oakley et al., 2009), body temperature was increased by 0.5°C every 2 min until seizure occurred or a 42°C temperature was reached. Mice were immediately cooled using a small fan.

### Electrophysiological studies

#### Surgery

Vglut2:Ndufs4cKO and Gad2:Ndufs4cKO mice and their respective controls (30 to 40 days old) were anesthetized with 1.5% isoflurane and implanted with a homemade implant in either the vestibular nuclei (AP: −6.0; ML: −1.0; DV: −4.00) or the lateral globus pallidus (AP: −0.46; ML: −1.95; DV: −4.00), according to Paxinos (Paxinos and Frank, 2013). Briefly, a small craniotomy window was made above the desired recording site and a 4-tetrode bundle was lowered into the brain until its destination at 0.1 mm/sec (Robot Stereotaxic, Neurostar, Germany). As ground, a stainless steel wire (0.075 mm diameter, Advent Research Material Ltd., England) was placed between skull and dura over the cerebellum or visual cortex. Then the entire implant was attached and secured to the animal head with dental cement. After surgery, animal welfare and body weight were documented daily and mice allowed to recover for 10–14 days. In Vglut2:Ndufs4cKO mice and their respective controls, a viral vector expressing the light-sensitive cation channel Channelrodopsin-2 in a Cre-dependent manner (AAV-DIO-ChR2) was delivered into the VN prior to implantation of the tetrode to identify glutamatergic Vglut2-expressing cells after blue light (473 nm) stimulation.

#### Electrophysiological data acquisition

To explore presence of seizures, the electrophysiological activity was recorded from Gad2:Ndufs4cCT and Gad2:Ndufs4cKO freely-moving mice. After the recovery period, animals were placed on a daily basis in an open-field arena and both local field potentials (LFPs) and extracellular single-unit activity were recorded until the death of the animal. In Vglut2:Ndufs4cCT and Vglut2:Ndufs4cKO mice, a tetrode bundle was attached along a fiber optic (Ø200 µm Core, 0.22 NA, FG200UCC, Thorlabs, USA) to deliver light and record neuronal cells at the same time. Again, all animals were daily recorded in an open-field until death.

For all experiments, local field potential activity was amplified, A-D converted and sampled at 1 KHz and bandpass filtered at 0.1 to 250 Hz (DigitalLynx SX and Cheetah Data Acquisition System, Neuralynx, USA). Continuous spike signals were also recorded, amplified, band-pass filtered (300 Hz to 8 kHz) and sampled at 32 kHz. Optogenetic stimulations (ranging from 50 to 200 ms blue light stimuli, 473 nm, delivered frequency from 1 to 40 Hz) were delivered through a blue-emitting diode laser (473 nm DPSS Laser System, Laserglow Technologies, CA).

#### Electrophysiological data analysis

For the presence of seizures, data were analyzed in Spike2 (Cambridge Electronic Design Limited, UK) for visual inspection and report presence of epileptic events. Offline single-unit spike sorting was performed with Offline Sorter software (Offline Sorter, Plexon Inc, USA). Briefly, for each channel, a specific manual threshold was defined and all events bypassing this threshold were assumed to be an action potential. After an overall waveform shape and three principal component analysis (PCA) inspection, all spikes were sorted with an automatic K-mean algorithm to separate clusters of cells. After sorting, a final inspection of ISI histogram and sorting statistics (MANOVA F statistics, J3 and the Davies-Bouldin validity index) was performed to ensure the best single-unit clustering. In Vglut2:Ndufs4cCT and Vglut2:Ndufs4cKO mice, to identify glutamatergic neurons from all sorted cells, response to optogenetic stimulations were plotted. For all stimulation trains, during a baseline activity corresponding to 500 ms before stimulation, the mean number of spikes per bins was calculated. Then, a single cell was identified as glutamatergic only if, during optogenetic stimulation, there were bins expressing a number of spikes superior to the baseline mean plus three times the standard deviation of the baseline mean. Finally, after analysis of spiking activity (Matlab, MathWorks, USA), cells with a coefficient of variation of interspike interval (CV.ISI) over three were exclude from the data set.

#### Body core temperature measurement

The baseline temperature was acquired as follows: As for thermal seizure induction (Oakley et al., 2009), a T-type implantable rectal probe was placed and taped to the tail with a lab tape. The probe was connected to a temperature monitoring device (T-pod) and the resting body core temperature was monitored in unrestrained mice using a PowerLab 8/35 data acquisition unit and Labchart 7.3.3 software (AD Instruments, Colorado Spring, Co) for 10 min. The telemetric data are used for longterm monitoring of temperature and its oscillation during circadian rhythm and sleep. Note that baseline data obtained via the two methods are consistent.

### Drug treatments

Levetiracetam (Keppra parental formulation), perampanel (Clinisciences) and carbamazepine (Sigma-Aldrich) antiepileptic drugs were injected intraperitoneally in Gad2:Ndufs4cKO mice daily, starting at P40. Levetiracetam and perampanel were dissolved in saline solution and injected at a dose of 60 mg/kg and 0.75 mg/kg, respectively. Carbamazepine was slowly diluted in PEG300, dissolved in saline, and injected at 40 mg/kg. A control group for each drug was obtained by injecting each respective vehicle to Gad2:Ndufs4cKO mice.

### qRT-PCR analysis

qRT-PCR assays were performed as described (Sanz et al., 2015). Briefly, equal amounts of RNA were assayed using the Power SYBR green RNA-to-Ct 1-Step Master Mix (Applied Biosystems) or the TaqMan RNA-to-Ct 1-Step Master Mix (Applied Biosystems), depending on the system used (SYBR or Taqman). Relative expression values were obtained using the standard curve method and normalized to *Actb* levels. Amplification efficiencies were calculated using the AriaMx software (Agilent) and were within accepted parameters (80–120%). *Gad2* mRNA was determined using a specific Taqman assay (Mm00484623_m1; Applied Biosystems), and sequences for the different primer sets used in SYBR assays (*Slc17a6* and *Actb*) were obtained from Primerbank (Spandidos et al., 2010).

### Statistics

Data are shown as the mean ± SEM. GraphPad Prism v5.0 software was used for statistical analyses. Appropriate tests were selected depending on the experimental design as stated in the figure legends. Statistical significance, when reached (p<0.05 was considered significant), is stated in the figure legends.

## Data Availability

Normalized and raw data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (accession number GSE125470). The following dataset was generated: SanzEQuintanaA2019Gene expression analysis in the Brainstem of Vglut2:Ndufs4cKO miceNCBI Gene Expression OmnibusGSE125470

## Additional files

Supplementary file 1. Statistical parameters. (A) Statistical parameters for two-way ANOVA. (B) Statistical parameters for two-tailed unpaired t-Tests. (C) Statistical parameters for one-way ANOVA. (D) Statistical parameters for Log-rank (Mantel-Cox) tests.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

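Whole brainstem of 4 late-stage Vglut2:Ndufs4cKO mice and 4 Vglut2:Ndufs4cCT mice was profiled on Illumina MouseRef-8 v2 beadchips, with 1 array per mouse and all 8 arrays on 1 beadchip. The authors deposited the signal intensity and detection p-value of each of 25697 probes before normalization. They also deposited a table of signals after background subtraction and average normalization in GenomeStudio, whose version was not given in the sources used here. In each array the authors' normalized value is a linear function of the scanner's signal intensity, on a linear scale and not centred, with a mean of 1314.14 on each array, medians between 73.8 and 91.42, and between 4941 and 5419 values below 0. The column labels gave the sample of every column.

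The unnormalized intensities were used, since background subtraction had put part of the normalized values below 0. Calculations were made in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. Background was removed with limma's normexp model, with the background mean and SD inferred from the detection p-values. Each array was multiplied by 1 factor that equalized the mean signals, 16 was added and the log2 was taken. A probe was tested if its detection p was under 0.05 on at least 3 of the 8 arrays, which held for 15225 probes. Groups were compared with a linear model and moderated t statistics, with Benjamini-Hochberg adjustment over all tested probes, and a probe passed at an adjusted p under 0.05. Thresholds of 2-fold and 1.4-fold were those of the paper. Differences of single values between the groups were also tested with two-sided exact permutation tests over the 70 arrangements of 4 arrays against 4. The custom error model that the paper names for its p-values was not repeated, since it was not among the tools at hand, and the deconvolution of immune cell types was not repeated, since its reference profiles were not among the files.

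Of the probes, 23978 had 1 gene symbol, 0 had several and 1719 had none, and unnamed probes were tested but given no gene. A gene's value is that of its brightest tested probe. Before the data were examined, 54 gene lists with 839 members were written for cell types, pathways and brain regions, of which 738 members matched a symbol on the array and 52 lists had a tested gene. A list's shift was tested with camera at a preset correlation of 0.01, and again with a correlation estimated from the arrays and with fry, each adjusted over the lists. Enrichment among the genes at least 1.4-fold higher was tested with a one-sided Fisher's exact test against 10427 tested genes. The genes named in the text were chosen by a rule set beforehand: genes named in the paper's text or labelled in its figure, the 10 largest increases and up to 10 largest decreases that passed with no overlap between the groups, and up to 4 members of each list with the smallest p. The paper's genes had been seen in the paper.

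The arrays had between 14293 and 15042 detected probes, a mean signal between 1392.5 and 1707, and a median of 34 to 37 beads per probe. In simulated arrays with the noise of these, 200 probes were changed: 4 of 67 probes changed by 1.5-fold, 38 of 67 changed by 2-fold and 60 of 66 changed by 3-fold passed, as did 12 of 18419 unchanged probes. The changed probes were drawn from the brighter tested ones, so these rates do not cover dim probes. Background was added to values already corrected for it, and 18639 simulated probes passed the detection filter, against 15225 real ones. Simulated genes were independent of each other, so the false calls of list tests under correlated noise were not assessed.

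The alternatives tried were quantile normalization, no background correction, offsets of 1 and 50, the authors' normalized table, no filter and a strict filter (detection p under 0.01 on all arrays of a group), a variance trend with robust moderation, array weights, the replicate number as a block, an unadjusted p, the mean of a gene's probes, both other list tests, lists without the genes the paper names, and each array left out in turn. After the data had been seen, an index of how probes of the same gene moved apart was added as a covariate. It is the first principal component of the differences between bright probes of the same gene, from 2612 probes of 1168 genes. The groups were also compared with all 35 splits of the arrays into 4 and 4.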

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

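The tests of explanations for the 3 patterns weighed below were all chosen after the result was seen. In 168 groups of 4 arrays (a measure, gene or list in 1 genotype), an array was counted as far from the others when its gap to the nearest one, divided by the group's range, exceeded Dixon's critical value. This held for 15 groups, while 8.4 are expected by chance, since chance gives about 1 in 20.

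Of lists that the paper does not discuss, interferon-stimulated genes (median log2 fold change 0.97), the NADPH oxidase of phagocytes (1.16), lysosome and phagocytosis (0.49) and lipid uptake and efflux (0.40) were shifted higher, and cholesterol synthesis (-0.33) and red blood cells (-0.53) lower, all with camera at a preset correlation. Of these 6 lists only lipid uptake and efflux kept an adjusted p under 0.05 with an estimated correlation.

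In Vglut2:Ndufs4cKO replicate 4, the lists of cerebellum (gap over range 0.899), choroid plexus and ependyma (0.895) and astrocytes (0.896) and the gene Slc17a6 (0.896) were far above the other Vglut2:Ndufs4cKO arrays. In Vglut2:Ndufs4cKO replicate 3, the macrophage list (0.955), extracellular matrix remodelling (0.860) and Tlr7 (0.842) were high, and in Vglut2:Ndufs4cKO replicate 2 the proliferation list was low (0.839). Among the Vglut2:Ndufs4cCT arrays, replicate 1 had a low scaling factor (0.857, with a factor of 0.876 against 1.02 for the next), low Gapdh (0.929) and high lists of chemokines (0.880) and disease-associated microglia (0.832). Vglut2:Ndufs4cCT replicate 2 had high Clec7a (0.991), below detection as on all Vglut2:Ndufs4cCT arrays, and high extracellular matrix remodelling (0.838), and Vglut2:Ndufs4cCT replicate 3 had a low list of glutamatergic neurons (0.838).

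All 16 tested genes of cholesterol synthesis had lower means in Vglut2:Ndufs4cKO mice, with a camera adjusted p of 1.41e-07 and of 0.0876 with an estimated correlation. Scaling of the arrays is argued against as the whole cause, since the median lay between -0.28 and -0.34 under the other normalizations and background corrections. The same holds for what the index of how probes of the same gene moved apart reflects. Whether that is RNA state was not tested. With the index as a covariate the median was -0.34 (camera, adjusted p = 1.22e-08). A lower share of oligodendrocytes cannot be told apart from a change within cells, since the median of 11 myelin genes was -0.21 (8 of them lower). The standard error set beside it, 0.0871, is that of the mean over these genes and does not measure the spread between mice. Lower cholesterol synthesis that follows from the deletion may also account for the lower values of the cholesterol genes, which was not tested.

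Vglut2:Ndufs4cKO replicate 4 also differed from the other Vglut2:Ndufs4cKO arrays in genes of neighbouring tissue. Of 13 tested genes of cerebellum and of choroid plexus and ependyma, 12 were highest on that array, against 17.3% of all tested genes, which restates the high scores and does not test their cause. The scores of these lists on that array were 1.38 and 1.51, and the highest on any other array were 0.41 and 0.43. What the probe index reflects, which may or may not be RNA state, is argued against. From the index that array was predicted to be at 0.029 (standard error 0.29) and 0.0208 (standard error 0.39). Other brain tissue in the dissected sample cannot be told apart from a change within the brainstem, since no other value in the tables decides it, and no biological explanation was tested.

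The interferon list differed between the Vglut2:Ndufs4cKO mice, from 0.34 in replicate 4 to 1.53 in replicate 3. Dilution of replicate 4 by other tissue cannot be told apart from a difference between the mice. Tissue at the Vglut2:Ndufs4cCT level would leave the same share of the increase (linear scale) in every list, and the interferon list kept 23.8% of it against the mean of the other Vglut2:Ndufs4cKO arrays. Of 15 other lists with at least 3 tested genes that passed as higher, 13 lay above the score that this share predicts by more than the SD of the other Vglut2:Ndufs4cKO arrays, such as Fc receptors at 1.00 against a predicted 0.31 (SD 0.26), which goes against dilution. MHC class II lay within the SD (0.31 against 0.22) and MHC class I below the prediction by 0.21 (SD 0.19). With the 50.6% that the interferon list kept against the lowest of the other Vglut2:Ndufs4cKO arrays, 8 lists lay above, 6 within and 1 below. The levels of these genes in the other tissue are not known. What the probe index reflects, which may or may not be RNA state, cannot be told apart from another difference between the mice. The slope of the score on the index was -0.0598 (standard error 0.22) among the Vglut2:Ndufs4cCT arrays and 0.32 (standard error 0.18) among the Vglut2:Ndufs4cKO arrays. With the index as a covariate the median of the list was 0.57 (camera, adjusted p = 1.22e-08) instead of 0.97. A difference in the stage of disease between the mice may also account for it, which was not tested.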

How the results depend on the processing

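The alternatives below were set before the data were examined, apart from the probe index as a covariate, which was added after they had been seen. The count of probes that were higher stayed within 1.5 times its value of 102 under quantile normalization, no background correction, offsets of 1 and 50, the authors' table, both filters, the variance trend with robust moderation and the covariate. Of the 107 probes that passed, 84 also passed under quantile normalization (84 passed there in all), 71 with no background correction (of 89), 95 and 97 with offsets of 1 and 50 (of 97 and 112), 77 in the authors' table (of 79), 97 with no filter (of 97), 96 with the strict filter (of 132), 94 with the variance trend (of 127) and 65 with the covariate (of 70). The median log2 fold change of all tested probes lay within 0.04 of 0 in these settings.

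With no background correction, 35 probes were over 2-fold higher and 3 at least 1.4-fold lower. An offset of 1 and the authors' table each gave 2 probes over 2-fold lower, and an offset of 50 gave 3 lower probes, 3 of them by at least 1.4-fold. With no background correction the medians of called lists were also smaller, such as 0.37 for the NADPH oxidase, 0.51 for Fc receptors, 0.32 for MHC class I, 0.30 for MHC class II and 0.14 for cytokines. For folds this follows from the construction, since background and a larger offset compress them. Array weights, which were between 0.387 for Vglut2:Ndufs4cKO replicate 4 and 1.99 for Vglut2:Ndufs4cCT replicate 4, gave 213 higher and 27 lower probes, 212 and 27 of them by at least 1.4-fold and 7 over 2-fold lower, and 15 immune markers. Without adjustment, 1045 probes were higher and 460 lower, 146 and 24 over 2-fold, 640 and 223 by at least 1.4-fold. With an estimated correlation, camera gave 7 lists higher and 0 lower (4 lower at the preset correlation), and fry gave 1 lower. With the covariate 2 probes were lower, 2 by at least 1.4-fold, and the medians of interferon-stimulated genes and MHC class I were 0.57 and 0.39. Apart from these statements on construction, the cause was not tested.

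The paper names no pairing by replicate number, though it calls the controls littermates. Arrays with the same number had correlations of -0.19, -0.26, -0.24 and -0.20 after group means were removed, and 0 of 4 pairs exceeded 0.1. Same-numbered arrays thus did not deviate in the same direction, but 4 arrays per group cannot exclude a pairing. With the number as a block nonetheless, 11 probes were higher and 0 lower, 11 and 0 over 2-fold and 11 and 0 by at least 1.4-fold, 2 lists were enriched, 2 immune markers were higher, and the Ndufs4 probe ILMN_1234521 had -1.41 (adjusted p = 0.144). By construction the block leaves fewer degrees of freedom.

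With 1 array left out, between 30 and 234 probes were higher, all by at least 1.4-fold (30 to 234), and between 0 and 123 lower, also all by at least 1.4-fold (0 to 123). Between 30 and 137 were over 2-fold higher and between 0 and 71 lower. Between 5 and 14 lists were enriched, and between 5 and 15 immune markers were higher. The lowest counts were without Vglut2:Ndufs4cCT replicate 3 and the highest without Vglut2:Ndufs4cKO replicate 4, except that 5 lists were also enriched without Vglut2:Ndufs4cKO replicate 1 that 0 probes were also lower without Vglut2:Ndufs4cKO replicates 1 and 3, and that 0 were also over 2-fold lower without Vglut2:Ndufs4cCT replicate 4. The Ndufs4 probe lay between -1.59 without Vglut2:Ndufs4cCT replicate 2 and -1.25 without Vglut2:Ndufs4cCT replicate 1. Blnk and the list of B cells, of which it is the tested member, lay between a fitted value of 0.953 without Vglut2:Ndufs4cKO replicate 2 and, reversed, -0.0302 without Vglut2:Ndufs4cKO replicate 4, because another probe of Blnk then became the brighter one. Why the counts were highest without Vglut2:Ndufs4cKO replicate 4 was not tested. By construction, leaving out an array far from its group lowers the spread, so the added calls need not be changes that it hid.

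Of 151 named genes that did not pass, 23 had the opposite sign under some setting, where their values reached 0.20, as did 15 of 31 lists, where the values reached 0.48. With 4 arrays per group, most changes of 1.5-fold are missed, and the levels of probes near the background, such as most markers of T cells, are limited by it.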

Differences from the paper's values

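The paper names Cxcr3 among selected genes that differed in expression, most of which it found upregulated. Its probes were detected on no array, and without the filter on detection its adjusted p was 0.869. C3, which the paper also names, was not analysed here, since no probe carried that symbol. Of 51 tested genes that Figure 2-figure supplement 2C labels as higher, all 51 had higher values without overlap between the groups, and 43 passed, which is not independent evidence, since they were labelled from these samples. Of its labels, Osm had no tested probe, and without the filter its adjusted p was 0.558.

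The other 8 genes labelled as higher did not pass with their brightest probe, and each passed in some of the settings. Ccl21a (1.30, adjusted p = 0.0509) and Tyrobp (1.20, adjusted p = 0.0667) passed with no background correction, an offset of 50, the strict filter, the variance trend with robust moderation, array weights, the mean of probes, and without Vglut2:Ndufs4cCT replicate 1 or Vglut2:Ndufs4cKO replicate 4. Angptl4 (1.05, adjusted p = 0.0604) passed with an offset of 50, the strict filter, the variance trend, array weights, the mean of probes, and without Vglut2:Ndufs4cKO replicate 2. Ifi47 (adjusted p = 0.0660) passed with an offset of 50, the strict filter, array weights, the mean of probes and without Vglut2:Ndufs4cKO replicate 4. Apobec1 (0.93, adjusted p = 0.0667) passed with the strict filter, array weights and the mean of probes. Cx3cr1 (adjusted p = 0.0815) passed with no background correction, the variance trend, array weights and without Vglut2:Ndufs4cKO replicate 4. Adgre1 (adjusted p = 0.0970) passed with array weights and without Vglut2:Ndufs4cCT replicate 1 or Vglut2:Ndufs4cKO replicate 4. Lrrc8a (0.61, adjusted p = 0.219) passed with the mean of probes, and with the main settings its dimmer probe passed (1.38, adjusted p = 0.0192), so that 44 genes passed with any tested probe. Rnase1, labelled as lower, had a log2 fold change of -1.06 (adjusted p = 0.0922) and passed with array weights (adjusted p = 0.0420).

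The paper proposes increased proportions of follicular helper, Th1, Th17 and regulatory T cells, dendritic cells, mast cells and macrophages, from proportions inferred by deconvolution, which were not computed here. Markers of macrophages were higher as a list (median 0.54). Th1 and Th17 markers had no tested probe, the mast cell marker Hdc was at -0.26, the follicular helper markers Icos and Bcl6 at -0.42 and 0.17, the regulatory T cell marker Ikzf2 at 0.30 and the dendritic cell list at a median of 0.22, and none of these passed. It also proposes lower proportions of Th2, CD8 and NK cells. The Th2 markers Il13 and Gata3 were at -0.26 and -0.13 and the NK cell markers Klrb1c and Prf1 at 0.07 and -0.01, and the CD8 T cell marker Ccl5 was at least 1.94-fold higher (adjusted p = 0.183), none of which passed. The only tested gene of the CD8 list is Ccl5, which other cells also make, so its shift does not measure CD8 T cells. The CD8 list passed as higher with an offset of 1 (camera, adjusted p = 0.0499), with the authors' table (0.0279), with the replicate block (0.0236) and without Vglut2:Ndufs4cKO replicate 2 (0.0363) or Vglut2:Ndufs4cKO replicate 3 (0.00691). Its adjusted p was 0.194 with an estimated correlation, and without the filter on detection its median was -0.03 (adjusted p = 0.485).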

Other observations

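The tests in this part, counts over other splits of the arrays, were set before the result was seen, and the relation of the probe index to the main component was examined after it. The lists of energy metabolism and of neuron types did not pass with all arrays in whole brainstem, and some passed with an array left out or another setting. The 31 tested subunits of complex I other than Ndufs4 had a median log2 fold change of -0.01 (camera, adjusted p = 0.657) and 33 subunits of complexes II to V a median of -0.0037 (adjusted p = 0.455). The complex I list passed as lower without Vglut2:Ndufs4cCT replicate 2 (-0.17, adjusted p = 0.00370), and complexes II to V without Vglut2:Ndufs4cCT replicate 2 (-0.15, adjusted p = 0.0185) or Vglut2:Ndufs4cCT replicate 3 (-0.14, adjusted p = 0.0203), and without Vglut2:Ndufs4cCT replicate 1 they were at 0.16 and 0.11. The mitochondrial integrated stress response (-0.01, adjusted p = 0.785), glycolysis and lactate (0.03, adjusted p = 0.621) and the oxidative stress response (0.04, adjusted p = 0.576) did not shift. Slc17a6, which encodes Vglut2, was at -0.17 (adjusted p = 0.669 from limma). Lists of neurons (-0.04, adjusted p = 0.349), glutamatergic (-0.17, adjusted p = 0.319), GABAergic and glycinergic (-0.07, adjusted p = 0.325) and cholinergic and monoaminergic neurons (0.32, adjusted p = 0.366) did not pass, the last of which passed without Vglut2:Ndufs4cKO replicate 3 (0.30, adjusted p = 0.0206). Synaptic transmission was lower (-0.19, adjusted p = 0.0153, and 0.465 with an estimated correlation) and did not pass without Vglut2:Ndufs4cKO replicate 3 (-0.10, adjusted p = 0.0824). Oligodendrocyte and myelin genes were lower with camera at the preset correlation (adjusted p = 0.00309, and 0.362 with an estimated correlation).

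The list of extrinsic apoptosis, necroptosis and pyroptosis had a median of 0.52 (camera, adjusted p = 0.000472, and 0.0831, not passing, with an estimated correlation). None of its 11 tested genes passed (limma), and 8 had higher and 3 lower means, 7 and 0 of them at an unadjusted p under 0.05. The initiator caspase gene Casp8 was at 0.72 (standard error 0.13, adjusted p = 0.0548), with no overlap between the groups, and passed without Vglut2:Ndufs4cKO replicate 4 (adjusted p = 0.0262). The glial genes that the paper stains in other mice, Gfap and Aif1 (which encodes Iba1), were at 0.85 (adjusted p = 0.297 from limma) and 1.08 (adjusted p = 0.379), and Aif1 passed without Vglut2:Ndufs4cKO replicate 4 (1.46, adjusted p = 0.0327). Genes of lipid uptake and efflux were higher as a list (camera, adjusted p = 6.61e-05, and 0.0423 with an estimated correlation), with 1 of 10 genes, Lpl, passing. Extracellular matrix remodelling did not pass (0.06, adjusted p = 0.110) and did with no filter (0.20, adjusted p = 0.0180), with the mean of a gene's probes (0.06, adjusted p = 0.0455) and without Vglut2:Ndufs4cCT replicate 2 (0.15, adjusted p = 0.0265). Red blood cell genes were lower (adjusted p = 0.0101, and 0.191 with an estimated correlation) and did not pass without Vglut2:Ndufs4cKO replicate 4 (-0.57, adjusted p = 0.0775), with a median of -0.81 without Vglut2:Ndufs4cKO replicate 2.

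The other lists did not pass with camera at the preset correlation: endothelial cells and pericytes (0.19, adjusted p = 0.568), astrocytes (-0.0028, adjusted p = 0.785), oligodendrocyte precursors (-0.03, adjusted p = 0.657), immediate early genes (0.14, adjusted p = 0.656), proliferation (0.0029, adjusted p = 0.909) and sex-linked genes (0.08, adjusted p = 0.785). Lists that would show a different dissection did not pass either: cerebellum (0.16, adjusted p = 0.785), choroid plexus and ependyma (0.18, adjusted p = 0.863), meninges (0.08, adjusted p = 0.800), spinal cord (-0.34, adjusted p = 0.381) and forebrain (-0.17, adjusted p = 0.491). Without Vglut2:Ndufs4cKO replicate 4 cerebellum was at -0.18 and choroid plexus and ependyma at -0.48, and without Vglut2:Ndufs4cCT replicate 4 meninges was at -0.14.

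Across all 35 splits of the arrays into 4 and 4, only the real one gave a count as large for several results. These were the 102 higher probes (highest other split 1), the 5 lower probes (1) and the 77 probes over 2-fold higher (1). The 102 and 5 probes changed by at least 1.4-fold (1 and 1) are the same probes. This argues against chance for these counts without excluding it, since 1 of 35 is the least possible and the other splits mix genotypes. The 9 enriched lists (0) and the 9 higher immune markers (0) are counted from called genes. With almost no calls in the other splits, they add no separate support. The splits do not argue against chance for the 1 probe over 2-fold lower (highest other 1, with 2 splits as large). The same holds for the number of shifted lists, with 17 higher in the real split against 21 in the highest other (3 splits as large) and 4 lower against 21 (25 splits as large). The other splits with as many lists higher or lower as the 17 each keep 3 Vglut2:Ndufs4cKO arrays together, and in the 18 splits that take 2 arrays from each genotype the highest count was 8. Of the 17 lists that shifted higher, 15 had their largest mean difference in the real split, and of the 4 lower lists 1 did. Among the higher lists, MHC class I (0.59 against 0.61 in another split) and MHC class II (0.64 against 0.71) did not.

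The first principal component of the arrays held 42.3% of the variance and the second 19%. The probe index, which held 58.99% of the variance of the differences between probes of the same gene, was at -0.08, -0.62, -0.85 and -0.23 in Vglut2:Ndufs4cCT replicates 1 to 4 and at 0.07, 0.92, 1.93 and -1.13 in Vglut2:Ndufs4cKO replicates 1 to 4. It had a Pearson correlation of 0.982 (exact permutation p = 4.96e-05) and a Spearman correlation of 0.976 (exact permutation p = 0.000397) with the first component of the 12277 probes outside the index genes, and a Pearson correlation of 0.921 without the 2 farthest arrays. With the index as a covariate, the complex I list (-0.24, adjusted p = 4.68e-05), complexes II to V (-0.22, adjusted p = 0.000212) and neutrophils (-0.70, adjusted p = 0.0354) passed as lower and synaptic transmission did not pass (-0.04, adjusted p = 0.323).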
